# TIGAR deficiency enhances cardiac resilience through epigenetic programming of Parkin expression

**DOI:** 10.1172/jci.insight.200105

**Published:** 2026-02-26

**Authors:** Yan Tang, Stanislovas S. Jankauskas, Li Liu, Xujun Wang, Alus M. Xiaoli, Fajun Yang, Gaetano Santulli, Daorong Feng, Jeffrey E. Pessin

**Keywords:** Cardiology, Cell biology, Metabolism, Diabetes, Heart failure, Mitochondria

## Abstract

Mitochondrial dysfunction devastates the heart in major cardiovascular diseases, yet the mechanisms governing mitochondrial quality control remain elusive. We discovered that TIGAR (TP53-induced glycolysis and apoptosis regulator) deficiency established profound cardiac protection through developmental epigenetic programming of Parkin expression. Using mice with whole-body and cardiomyocyte-specific TIGAR knockout, we demonstrated remarkable cardioprotection following myocardial infarction with maintained ejection fraction, and complete resistance to diet-induced cardiac hypertrophy despite comparable weight gain. TIGAR deficiency triggered dramatic increases in Parkin expression across all somatic tissues except testes, where Parkin levels remained extraordinarily high (100-fold greater than cardiac levels) regardless of TIGAR status, revealing tissue-specific regulatory mechanisms. This protection was entirely Parkin dependent, as double-knockout mice lost all cardioprotective benefits. Crucially, adult TIGAR manipulation failed to alter Parkin levels, demonstrating that this pathway operated exclusively during critical developmental windows to program lifelong cardiac resilience. Whole-genome bisulfite sequencing identified reduced DNA methylation in *Prkn* intron 10 as the key regulatory mechanism, with CRISPR deletion dramatically increasing Parkin expression in multiple cell lines. Our findings reveal how early cardiac metabolism programs lifelong cardiac function through epigenetic mechanisms, and identify developmental metabolic programming as a potential therapeutic target for preventing both ischemic heart disease and metabolic cardiomyopathy.

## Abstract 2

This study has uncovered a novel regulatory pathway occurs during cardiac development that can be manipulated to provide lifelong cardioprotection via enhanced mitochondrial quality control.

## Introduction

Cardiovascular disease remains the leading cause of death worldwide, with mitochondrial dysfunction at the center of major cardiac pathologies (1–4). The heart, as one of the most metabolically active organs, requires exceptional mitochondrial function to meet its enormous energy demands, consuming approximately 6 kg of ATP daily (5). Impaired mitochondrial quality control mechanisms have serious consequences for cardiac performance and stress survival.

In ischemic heart disease, mitochondrial dysfunction drives cardiac pathology through interconnected mechanisms. During myocardial infarction (MI), mitochondrial damage leads to accumulation of dysfunctional organelles, increased reactive oxygen species production, and release of mitochondrial damage-associated molecular patterns that trigger robust inflammatory responses (6, 7). These deleterious processes create a vicious cycle in which mitochondrial damage propagates cellular dysfunction beyond the original injury into viable myocardium, contributing to adverse remodeling and eventual heart failure.

The complexity is equally evident in diabetic heart disease, where mitochondrial dysfunction precedes overt cardiac functional abnormalities (4, 8, 9). Even with optimal glycemic control, diabetic patients remain at increased risk of heart failure due to fundamental alterations in cardiac energy metabolism, including preferential utilization of fatty acid over glucose, impaired energetic efficiency, and progressive mitochondrial dysfunction. This metabolic inflexibility renders diabetic hearts particularly vulnerable to additional stressors and limits adaptive capacity during increased demands.

Mitochondrial quality control mechanisms, particularly selective autophagy of damaged mitochondria (mitophagy), represent critical cardioprotective pathways (4). The PINK1/Parkin pathway constitutes the primary mechanism governing mitophagy in mammalian cells (10). Under normal conditions, PTEN-induced kinase 1 (PINK1) is imported into healthy mitochondria and rapidly degraded. However, when mitochondrial membrane potential is compromised, PINK1 accumulates on the outer mitochondrial membrane, where it phosphorylates ubiquitin and recruits the E3 ubiquitin ligase Parkin (11). Activated Parkin then ubiquitinates numerous outer mitochondrial membrane proteins, marking damaged organelles for selective autophagic degradation.

The cardiac significance of this pathway has been demonstrated across multiple experimental models and disease states. Parkin-deficient mice exhibit exacerbated cardiac dysfunction following MI, with increased infarct size, impaired functional recovery, and accelerated progression to heart failure (12, 13). Conversely, cardiac-specific Parkin overexpression or pharmacological enhancement of Parkin activity provides substantial cardioprotection, preserving cardiac function and improving survival following ischemic injury (14–16).

Postnatal cardiac development involves dramatic metabolic reprogramming from glycolysis-dependent fetal metabolism to fatty acid oxidation–dependent adult metabolism. This transition requires extensive mitochondrial biogenesis, maturation of respiratory complexes, and establishment of robust quality control mechanisms. Parkin plays a crucial role in this developmental process, with Parkin-mediated mitophagy directing perinatal cardiac metabolic maturation (17). Disruption of this developmental programming through genetic deletion of key mitochondrial regulators including Parkin, TFAM, or PGC-1α results in severe cardiac dysfunction and often perinatal lethality (18, 19).

The concept of developmental programming suggests that early environmental influences can establish persistent phenotypic changes that affect disease susceptibility throughout life (20, 21). In the cardiovascular system, evidence indicates that metabolic conditions during critical developmental windows can permanently alter cardiac structure, function, and stress resistance (22, 23). However, the molecular mechanisms underlying such programming, particularly those involving mitochondrial quality control, remain incompletely understood.

TP53-induced glycolysis and apoptosis regulator (TIGAR) functions as a multifaceted regulator of cellular metabolism and stress responses. Originally identified as a p53 target gene (24), TIGAR exhibits both phosphatase activity toward fructose-2,6-bisphosphate and additional regulatory functions influencing cellular energetics, redox homeostasis, and stress resistance (25). In cardiac pathophysiology, TIGAR’s role appears to be context dependent. The p53/TIGAR axis can exacerbate cardiac damage after MI (26), while TIGAR ablation preserves myocardial energetics in pressure overload heart failure and reduces pathological cardiac hypertrophy (27, 28).

Our previous investigations revealed that TIGAR deficiency enhances TCA cycle flux, increases mitochondrial respiratory capacity, and exhibits antiinflammatory properties (29, 30). These metabolic effects suggested potential connections to mitochondrial quality control mechanisms, prompting us to investigate relationships between TIGAR and Parkin-mediated mitophagy in cardiac protection.

In this study, we demonstrate that TIGAR-knockout mice exhibit dramatically increased Parkin expression through developmental epigenetic programming, conferring significant cardioprotection against both acute ischemic injury and chronic metabolic stress. Using Parkin/TIGAR double-knockout models, we confirmed that these protective effects depend on Parkin. Whole-genome bisulfite sequencing revealed specific differentially methylated regions in the Parkin gene body that regulate its expression.

## Results

### TIGAR deficiency confers comprehensive cardioprotection against MI.

TIGAR-deficient mice demonstrated comprehensive cardioprotection against ischemic injury. Analysis of both mice with whole-body TIGAR knockout (TKO) and mice with heart cardiomyocyte–specific TIGAR knockout (hTKO) distinguished between cardiomyocyte-intrinsic effects and systemic metabolic changes (Figure 1 and Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.200105DS1). Following permanent left anterior descending coronary artery occlusion, both knockout models showed remarkably preserved cardiac function at 4 weeks after injury. Our echocardiographic analysis revealed substantial preservation of cardiac function. TKO mice maintained ejection fraction at 43.35% ± 17.76% (*n* = 13), while WT controls exhibited severely impaired function at 26.36% ± 9.83% (*n* = 10, *P* < 0.05) (Figure 1A). This level of protection was substantial, representing retention of approximately 60% of baseline cardiac function compared with only 36% in controls. Cardiomyocyte-specific knockout (hTKO) mice demonstrated similar protection with ejection fraction at 40.46% ± 6.29% compared with control mice at 26.06% ± 6.08% (Figure 1D). These findings indicated that cardioprotection resulted primarily from cardiomyocyte-intrinsic mechanisms rather than systemic metabolic alterations.

Both knockout models were significantly protected against increases in left ventricular mass and volume that typically follow MI — key indicators of harmful cardiac remodeling (Figure 1, B, C, E, and F). WT mice showed typical post-infarction cardiac remodeling, while knockout animals maintained relatively normal overall cardiac structure despite similar-sized infarct areas. This preservation was accompanied by significantly reduced cardiac enlargement in TKO hearts after MI compared with WT hearts (Supplemental Figure 2, A and B). After MI, fibrotic processes typically extend into non-infarcted areas and alter cardiac structure (31, 32). However, post-infarction fibrotic processes were notably restricted in non-infarct regions of TKO hearts, coinciding with reduced expression of periostin and galectin-3 (Supplemental Figure 3, A and B).

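RNA from WT and TKO hearts was sequenced as 1 library per genotype and region (left ventricle and infarct, border, and remote zones), so no difference between 2 libraries has a replicate check. *Postn* (periostin, ENSMUSG00000027750) lies on chromosome 3 of GRCm38 from 54361109 to 54391037. In WT hearts it had 33643 estimated counts in the infarct zone, 13860 in the border zone, 6592 in the remote zone, and 1321 in the left ventricle. The counts in TKO hearts were 25086, 4487, 2171, and 1009 in the same order. With library sizes scaled by edgeR's TMM method, the TKO over WT ratio of *Postn* was 0.336 in the border zone (95% interval from counting error, 0.325 to 0.348) and 0.333 in the remote zone (0.317 to 0.349). It was 0.882 in the infarct zone (0.868 to 0.897) and 0.808 in the left ventricle (0.744 to 0.878). *Lgals3* (galectin-3, ENSMUSG00000050335), on chromosome 14 from 47367751 to 47386160, had a TKO over WT ratio of 0.371 in the border zone (0.322 to 0.426) and 0.277 in the remote zone (0.232 to 0.328). Its ratio in the infarct zone was 0.591 (0.558 to 0.625), and in the left ventricle it was 0.981 (0.781 to 1.23), a difference not detectable at this depth. Relative to the left ventricle of the same genotype, *Postn* was 9.33-fold higher in the WT border zone and 3.88-fold higher in the TKO border zone. In the remote zone it was 4.49-fold higher in WT and 1.85-fold higher in TKO, whereas in the infarct zone the values were 16.5-fold in WT and 18.0-fold in TKO. For *Lgals3*, the border zone was 4.22-fold above the left ventricle in WT and 1.596-fold in TKO, the remote zone 3.45-fold in WT and 0.973-fold in TKO, and the infarct zone 14.2-fold in WT and 8.56-fold in TKO. Of the scalings tried, total counts alone moved the infarct zone ratios most. There the TKO over WT ratio became 0.720 for *Postn* and 0.482 for *Lgals3*. Against the left ventricle, *Postn* became 29.3-fold higher in the WT and 26.2-fold higher in the TKO infarct zone, so the order of the genotypes depended on the scaling, and *Lgals3* became 25.27-fold and 12.4-fold higher. In the border and remote zones *Postn* and *Lgals3* stayed lower in TKO than in WT under this scaling.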

Our RNA sequencing analysis of infarct territories revealed extensive preservation of mitochondrial gene expression in TKO hearts compared with WT controls (Figure 1G). 

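The mice were male. For the infarct, border, and remote zones they underwent MI at 16 weeks of age, and tissue was collected 4 weeks later. The paper presents left ventricular tissue as a normal reference, and its text does not name whether those hearts were sham operated. For the infarct zone, RNA from 3 mice per genotype was pooled, so the 8 libraries hold 1 library for each of 2 genotypes and 4 regions. The authors trimmed the reads, estimated transcript abundances with Kallisto against the mm10 transcriptome, summed them to genes with tximport, and deposited the estimated counts of 16994 genes as whole numbers without normalization. Total counts ranged from 27429240 to 33799249 per library, with a median of 31908446. *Tigar* (ENSMUSG00000038028), the disrupted gene, had 1965 counts in the WT left ventricle, 1066 in the WT infarct zone, 2215 in the WT border zone, and 1997 in the WT remote zone. The corresponding TKO libraries had 51, 87, 79, and 87 counts. For each gene, counts were divided by the total of the library times its TMM factor, computed over all 8 libraries from the 12999 genes with a mean of at least 1 CPM (counts scaled to a common library total), and the TKO value was divided by the WT value of the same region after a small prior count. The TMM factor was 1.54 for the WT infarct zone and 1.26 for the TKO infarct zone, against 0.866 to 0.956 for the other 6 libraries. Intervals are exact (Clopper-Pearson) and, since reads without molecular identifiers are not independent molecules, cover counting error only. A gene with 3 or fewer counts in a library was treated as being at the floor of detection, which is 0.0888 to 0.109 CPM depending on the library. Transcripts of the 13 mitochondrial DNA–encoded genes made up 20.7% of all counts in the WT infarct zone (exact 95% interval, 20.69 to 20.72) and 27.9% in the TKO infarct zone (27.85 to 27.88). In the left ventricle their share was 37.6% in WT and 36.6% in TKO. With the libraries scaled by total counts alone, the median gene had a TKO over WT ratio of 0.820 in the infarct zone, against 1.00 with TMM, a shift of -0.29 on the log2 scale, so each list of genes was also set against the median of all genes.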

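The 13 genes encoded in mitochondrial DNA (*ATP6*, *ATP8*, *COX1* to *COX3*, *CYTB*, *ND1* to *ND6*, and *ND4L*) were each higher in the TKO than in the WT infarct zone. Their median TKO over WT ratio was 1.59 (95% interval from counting error, 1.59 to 1.61), from 1.43 for *COX2* to 1.92 for *ND4L*. *COX1*, the most abundant of them, had 2561248 counts in the TKO infarct zone and 1722347 in the WT infarct zone, a ratio of 1.76 (1.756 to 1.763). In the left ventricle the median ratio of the 13 genes was 0.993, with 6 of them higher in TKO. Relative to the left ventricle of the same genotype, the infarct zone held a median of 0.313 times as much of these transcripts in WT (all 13 lower) and 0.517 times as much in TKO (all 13 lower). Scaling by total counts moved these medians most: TKO over WT in the infarct zone became 1.30, still with 13 of 13 genes higher, and the infarct over left ventricle values became 0.556 in WT and 0.751 in TKO. Set against the median of all genes, the TKO over WT value in the infarct zone was 1.58, which by its arithmetic does not depend on the library scaling and so is no test of it. Among 10000 random lists of 13 genes matched on mean expression over the 8 libraries, the median lay at percentile 10.3, and among lists matched on the 2 infarct zone libraries at percentile 90.5. These genes are among the most abundant in the libraries, so few genes of matching expression exist. The paper describes the expression of these genes as preserved in the TKO infarct zone and suppressed in that of WT, and plots fold changes of TKO over WT.

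**Figure D1:**
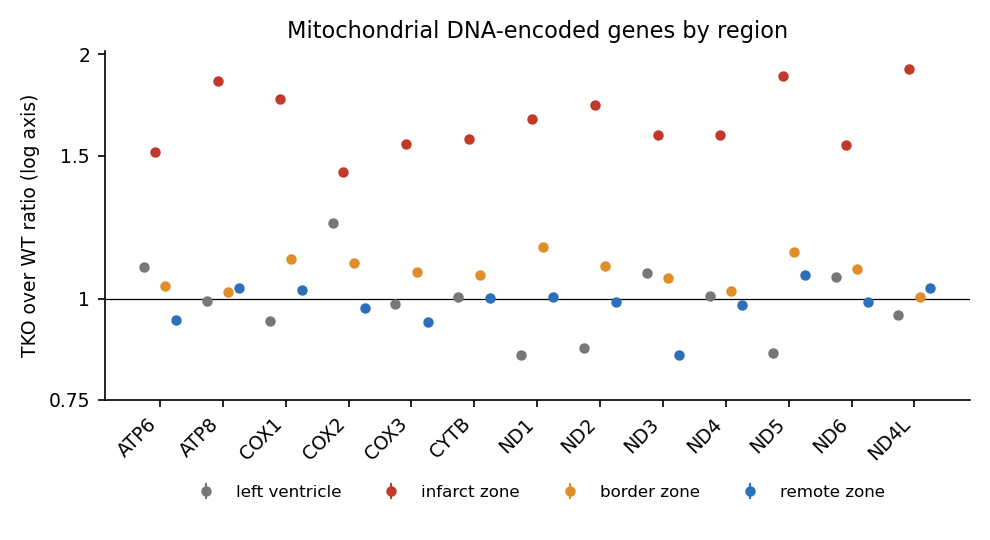
TKO over WT ratio (log axis) of each mitochondrial DNA–encoded gene in the 4 regions, 1 library per genotype and region. Bars for the counting-error 95% interval are narrower than the points. Infarct zone points lie between 1.43 and 1.92, and those of the other regions between 0.852 and 1.24.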

Notably, all 13 mitochondrial DNA–encoded genes showed significant preservation in TKO hearts, contrasting sharply with the widespread suppression observed in WT infarct tissue (7, 33). This pattern extended to nuclear genes affecting mitochondrial function, with maintained expression of genes involved in respiratory complexes and PGC-1α, a master regulator of mitochondrial biogenesis (Figure 1H). In contrast, there was no significant change in the mitochondrial DNA–encoded gene expression in either the border or remote zones between the WT and TKO infarcted hearts (Supplemental Figure 3, C and D). Similarly, there was no consistent change in expression of the nuclear-encoded genes in the border or remote zones with the notable exception of *Atp2b2* mRNA (Supplemental Figure 3, E and F). 

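The 18 nuclear genes plotted by the paper were each higher in the TKO infarct zone, with a median TKO over WT ratio of 1.87 (95% interval from counting error, 1.83 to 1.90). Against the median of all genes the value was 1.86, and it lay at percentile 99.99 among 10000 random lists of 18 genes matched on expression. Since the paper plotted these genes from the same libraries, that percentile is no test. *Ppargc1a* (PGC-1α, ENSMUSG00000029167), on chromosome 5 from 51454250 to 51567726, had 2189 counts in the TKO infarct zone and 1659 in the WT infarct zone, a ratio of 1.56 (1.46 to 1.67), the lowest of the 18. Among the respiratory complex genes, *Uqcrc2* of complex III had a ratio of 1.94 (1.89 to 1.99), *Cox4i1* of complex IV 1.67 (1.64 to 1.70), and *Atp5b* of ATP synthase 1.87 (1.85 to 1.89). The highest ratio, 2.43 (1.59 to 3.82), was that of *Cox5b*, which rests on 68 counts in TKO and 33 in WT. *Atp2b2* had 31 and 18 counts, a ratio of 2.03 (1.11 to 3.87). *Prkaa1* had 360 and 240 counts, a ratio of 1.77 (1.50 to 2.10), and 7 of its 8 counts over the libraries were whole multiples of 120. With each genotype's left ventricle as the reference, the median of the 18 genes in the infarct zone was 0.249 in WT, with all 18 lower, and 0.425 in TKO, with 16 lower.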

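In the border zone, the median TKO over WT ratio of the 13 mitochondrial DNA–encoded genes was 1.08 (95% interval from counting error, 1.076 to 1.081), from 1.00 for *ND4L* to 1.16 for *ND1*. With total-count scaling the border zone median was 1.01, with 7 of the 13 genes higher and 6 lower. In the remote zone it was 0.991 (0.989 to 0.996), from 0.852 for *ND3* to 1.07 for *ND5*, with 6 genes higher and 7 lower. These genes made up 38.0% of all counts in the WT border zone and 38.8% in the TKO border zone, and 39.3% and 38.6% in the WT and TKO remote zones. At this depth the counting-error interval of a single gene is narrow (1.119 to 1.122 for *COX1* in the border zone, a ratio of 1.12), but the spread between mice is not known, so no significance can be given for either zone.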

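In the border zone, 16 of the 18 nuclear mitochondrial genes were higher in TKO and 2 lower, with a median TKO over WT ratio of 1.21 (95% interval from counting error, 1.19 to 1.23). The 2 that were lower were *Prkaa1* (120 counts against 240, ratio 0.520, 0.414 to 0.649) and *Cox5b* (95 against 144, ratio 0.686, 0.523 to 0.894). In the remote zone, 16 were higher and 2 lower, with a median of 1.11 (1.08 to 1.13), and in the left ventricle, 14 were higher and 4 lower, with a median of 1.11 (1.08 to 1.13). Set against the median of all genes, the border zone value was 1.22 and the remote zone value 1.12, and 16 of the 18 lay above that median in each zone. *Atp2b2* (ENSMUSG00000030302), on chromosome 6 from 113743831 to 114042613, had 29 counts in TKO and 15 in WT in the border zone, a ratio of 2.00 (1.04 to 4.03). In the remote zone it had 18 and 7 counts, a ratio of 2.57 (1.04 to 7.36), and in the left ventricle 13 and 21 counts, a ratio of 0.657 (0.301 to 1.37).

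**Figure D2:**
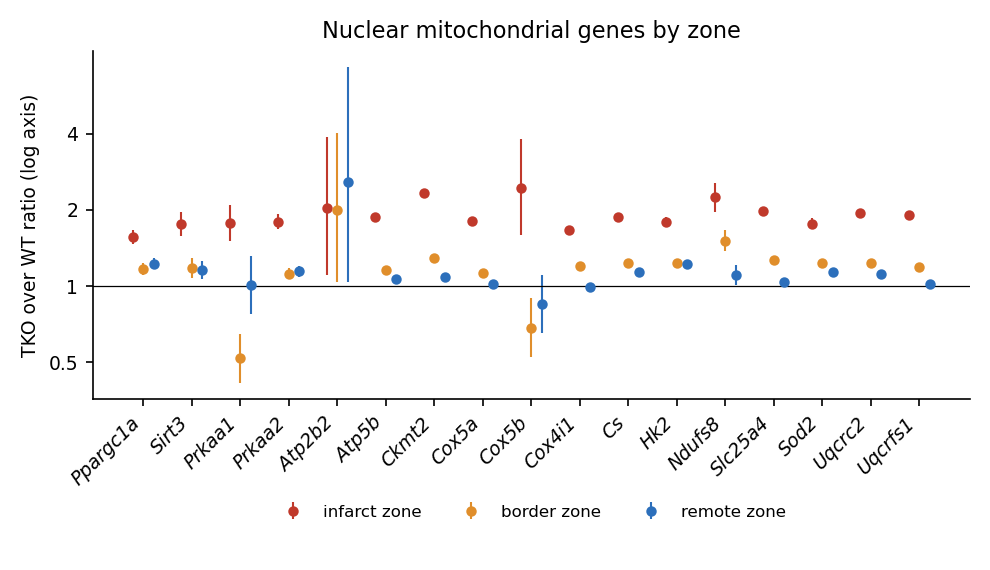
TKO over WT ratio (log axis) of 17 of the 18 nuclear mitochondrial genes in the infarct, border, and remote zones, 1 library per genotype and zone. Bars are counting-error 95% intervals. *Atp2b2* lies at 2.03, 2.00, and 2.57 with the widest intervals, and *Prkaa1* and *Cox5b* are the only points below 1 in the border zone.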

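The number of genes that differed between TKO and WT was counted in each region as those with at least a 2-fold ratio after a prior count of 2, among the 12999 genes with a mean of at least 1 CPM. In the infarct zone, 498 genes passed, 312 higher and 186 lower in TKO. In the border zone, 584 passed, 160 higher and 424 lower, and in the remote zone 463, 152 higher and 311 lower. The infarct and border zones shared 41 of the higher genes and 82 of the lower genes, and the infarct and remote zones shared 22 and 56. Of 31 fatty acid oxidation genes, 15 were at least 2-fold higher in the TKO infarct zone, against 0.744 expected for 31 of the 12999 genes. The paper plotted this list from the same infarct zone libraries, so the comparison with 0.744 is no test. The median ratio of the whole fatty acid oxidation list there ranged from 1.631 with total counts to 2.055 over the scalings tried. These values lie around the 2-fold limit, so the count of 15 depends on the scaling. None of the 31 passed in the border or remote zone. Of 35 collagen genes, 11 were at least 2-fold lower and 2 higher in the TKO border zone, 3 lower and 0 higher in the remote zone, 1 lower and 0 higher in the infarct zone, and 3 lower and 2 higher in the left ventricle. With no filter on expression the number rose most, to 1473 genes in the infarct zone, 1837 in the border zone, and 1604 in the remote zone. Scaling by total counts turned the split in the infarct zone to 116 higher and 497 lower.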

Pathway analyses indicated highly significant differences in mitochondria functional pathway preservation in the infarct zone between WT and TKO mice that were generally distinct from the border and remote zones (Supplemental Figure 4, A–C). The preservation of mitochondrial gene expression and pathways paralleled findings from pharmacological studies using the Parkin activator PR-364 (16), suggesting a common mechanism involving enhanced mitochondrial quality control. Western blot analysis demonstrated remarkable preservation of cardiomyocyte-specific proteins within TKO infarct zones. Cardiac troponin I (cTnI), a highly specific cardiac marker, was markedly reduced in WT infarct zones but maintained at near-normal levels in TKO infarct areas. Similarly, SERCA2a protein, crucial for cardiac contractility through calcium handling regulation, showed dramatic preservation in TKO hearts (Figure 1I and Supplemental Figure 5).

The preservation of both structural and functional proteins suggested enhanced cardiomyocyte survival within infarct territories. RNA sequencing quantification confirmed partially maintained expression of key cardiac genes including *Myh6* (α-myosin heavy chain), *Tnni3* (cardiac troponin I), *Tnnc1* (cardiac troponin C), *Tnnt2* (cardiac troponin T), *Actn2* (α-actinin-2), *Nkx2-5*, and *Atp2a2* (SERCA2a) in TKO infarct zones (Figure 1J). 

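The 8 cardiac genes of the plot had a median TKO over WT ratio of 1.92 in the infarct zone (95% interval from counting error, 1.90 to 1.94), and each was higher in TKO. *Myh6* (ENSMUSG00000040752), on chromosome 14 from 54941921 to 54966927, had 130620 counts in TKO and 45355 in WT, a ratio of 3.41 (3.37 to 3.44). The ratio of *Atp2a2* was 2.36 (2.34 to 2.38), that of *Tnni3* 2.13 (2.10 to 2.16), and that of *Actn2* 1.956 (1.92 to 1.99). *Tnnc1* had a ratio of 1.88 (1.85 to 1.91), *Fabp3* 1.87 (1.85 to 1.90), *Tnnt2* 1.64 (1.62 to 1.66), and *Nkx2-5* 1.48 (1.38 to 1.601). Among random lists of 8 genes matched on expression, the median lay at percentile 98.9, which is no test, since the paper plotted these genes from the same libraries. Compared with the left ventricle, the infarct zone held a median of 0.228 times as much of these transcripts in WT and 0.4599 times as much in TKO, with all 8 genes lower in both. In the left ventricle itself, *Myh6* was lower in TKO, with a ratio of 0.666 (0.662 to 0.671), and the 8 genes had a median ratio of 1.10.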

The preservation of these diverse cardiac markers indicated protection against multiple forms of cardiomyocyte death, including both apoptosis and necrosis. 

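*Bdh1*, *Oxct1*, and *Acaa2*, which the paper plots as ketolysis genes, had a median TKO over WT ratio of 2.10 in the infarct zone (95% interval from counting error, 2.04 to 2.16), at percentile 99.3 among random lists of 3 genes matched on expression. That median is the ratio of *Acaa2*, and *Bdh1* and *Oxct1* had ratios of 2.48 and 1.79. The 32 fatty acid oxidation genes had a median ratio of 2.00 (1.95 to 2.03), at the top of the random lists (percentile 100), and all 32 were higher in TKO. Both lists were plotted by the paper from the same libraries, so these percentiles are no test. In the border zone the medians were 1.11 for ketolysis and 1.27 for fatty acid oxidation, and in the remote zone 1.14 and 1.15. Left ventricle medians were 1.08 and 0.983. *Acaa2* belongs to both lists, and *Fabp3*, *Ppargc1a*, *Prkaa1*, and *Prkaa2* belong to the fatty acid oxidation list as well as to a list already given.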

RNA-seq quantification also confirmed that ketolysis-related genes and fatty acid oxidation gene clusters were partially preserved in TKO infarct zones (Supplemental Figure 6, A and B).

### Parkin upregulation as the central mediator of cardioprotection.

Our investigation of molecular mechanisms underlying cardiac protection revealed dramatic Parkin upregulation across multiple tissues in TKO mice, providing insight into the mechanistic basis of observed cardioprotection. Quantitative reverse transcriptase PCR (RT-qPCR) analysis demonstrated significant increases in Parkin (*Prkn*) mRNA expression across multiple tissues. Both gastrocnemius muscle and heart tissue exhibited 6-fold increases (*n* = 7–8, *P* < 0.0001), while brain tissue showed 5-fold elevation (*n* = 5, *P* < 0.001), compared with WT controls (Figure 2, A–C). The magnitude and consistency of these changes across diverse tissue types suggested fundamental alteration in Parkin gene regulation rather than tissue-specific adaptive responses. Importantly, cardiomyocyte-specific TIGAR-knockout (hTKO) mice also demonstrated significant Parkin upregulation in heart tissue (3-fold increase, *n* = 6, *P* < 0.0001) without corresponding changes in non-cardiac tissues such as gastrocnemius muscle or brain. This tissue-specific pattern in hTKO mice confirmed that TIGAR’s regulation of Parkin expression was cell autonomous and did not require systemic TIGAR deficiency.

Western blot analyses confirmed these findings at the protein level, showing substantially elevated Parkin protein expression in TKO mice across all examined tissues (Figure 2D). Because of dramatic differences in Parkin protein levels between WT and TKO samples, immunoprecipitation studies were necessary to concentrate Parkin protein from WT samples for accurate quantitative comparisons (Figure 2E). These studies confirmed substantial upregulation in both TKO and hTKO hearts and skeletal muscle, but not in skeletal muscle from hTKO mice, consistent with mRNA expression patterns.

The functional significance of Parkin upregulation became evident during metabolic stress conditions. Under baseline fed conditions, Parkin phosphorylation at serine 65 (a marker of Parkin activation) was proportionally increased in TKO hearts relative to total Parkin levels, indicating functional competence of upregulated Parkin (Supplemental Figure 7A). During 24-hour fasting, TKO hearts exhibited enhanced mitophagic responses compared with WT controls, evidenced by increased mitochondrial protein ubiquitination, elevated recruitment of autophagy adaptor proteins (SQSTM1/p62), and enhanced LC3B lipidation (Figure 2F). These enhanced responses occurred without baseline depletion of mitochondrial proteins, indicating appropriate regulation without excessive mitochondrial loss (Supplemental Figure 6B).

In the basal state, Parkin is primarily localized to the cytoplasm and translocates to the mitochondria when mitophagy becomes activated (34). In WT hearts, Parkin was depleted from the cytosolic fraction after 24 hours of fasting (Figure 2G), while TKO hearts maintained cytosolic Parkin reserves (Figure 2H). This resulted in greater mitochondria-associated Parkin in both basal and fasted states in TKO hearts (Figure 2F). Despite increased Parkin protein levels, Parkin remains inactive until an appropriate cardiac mitochondrial stress is induced, then provides enhanced capacity for mitochondrial ubiquitination and mitophagy completion.

To definitively establish Parkin’s role in mediating cardioprotective effects, Parkin/TIGAR double-knockout (PTKO) mice were generated. These animals showed complete loss of the protective phenotype previously observed in TKO mice, providing compelling genetic evidence for Parkin’s essential role. Following MI, PTKO mice exhibited severely impaired cardiac function, with post-infarction ejection fraction (25.77% ± 11.61%, *n* = 10) comparable to that in WT mice (25.32% ± 7.25%, *n* = 5) and significantly worse than that in TKO mice (46.94% ± 20.47%, *n* = 9, *P* = 0.012) (Figure 2I). Similarly, parameters of left ventricular remodeling in PTKO mice closely resembled those in WT animals; left ventricular mass and end-diastolic volume were significantly increased compared with those in TKO mice but indistinguishable from those in WT controls (Figure 2, J and K). These findings provided definitive genetic proof that Parkin upregulation was both necessary and sufficient for cardioprotective effects conferred by TIGAR deficiency. The complete reversal of protection in PTKO mice eliminated the possibility that alternative pathways could compensate for Parkin’s absence in the setting of TIGAR deficiency.

### Comprehensive protection against diet-induced metabolic cardiomyopathy.

TIGAR has a complex role in metabolic regulation, with studies showing that TIGAR suppresses glycolysis by degrading fructose-2,6-bisphosphate (24), increases glycolysis with reduction of mitochondrial reactive oxygen species by stimulating hexokinase 2 (35), and suppresses inflammatory signaling by inhibiting the linear ubiquitination complex LUBAC (29). Consistent with TIGAR suppressing inflammatory signaling, the TKO mice displayed impaired glucose tolerance (Supplemental Figure 7C). To determine whether the cardioprotective effects of TIGAR deficiency extended beyond acute ischemic injury to chronic metabolic stress conditions, mice were subjected to a 6-month high-fat diet regimen containing 60% calories from fat to model diet-induced metabolic cardiomyopathy. WT mice developed a significantly increased heart weight (182.7 ± 17.2 mg, *n* = 10) compared with chow-fed controls (137.9 ± 6.4 mg, *n* = 9). In striking contrast, TKO mice remained remarkably resistant with only a minimal cardiac mass increase (142 ± 13.5 mg, *n* = 10) compared with chow-fed TKO counterparts (126.8 ± 6.4 mg, *n* = 9) (Figure 3A).

Importantly, this protection occurred despite comparable body weight gains between genotypes (WT high-fat diet, 50.3 ± 5.0 g, vs. TKO high-fat diet, 50.2 ± 1.7 g; *n* = 10), indicating that cardioprotective effects were independent of systemic metabolic load or differences in diet-induced obesity (Figure 3B).

Our echocardiographic analysis revealed that systolic function parameters remained preserved across all groups (Figure 3C), consistent with heart failure with preserved ejection fraction (36). WT mice on high-fat diet exhibited pathological hypertrophic remodeling, including increased left ventricular mass (152.5 ± 20.1 mg vs. 131.0 ± 14.2 mg in TKO, *P* < 0.05) and elevated end-diastolic volume (87.5 ± 13.67 μL vs. 69.89 ± 10.03 μL in TKO, *P* < 0.05) (Figure 3, D and E). TKO hearts maintained normal cardiac geometry, suggesting protection against pathological remodeling. Molecular analysis revealed distinct transcriptional and protein expression profiles corresponding to observed phenotypic differences. WT mice subjected to high-fat diet showed a downward trend in cardiac Parkin mRNA expression (Figure 3F), while Parkin protein levels were significantly decreased (Figure 3H), consistent with previous reports of impaired mitochondrial quality control in metabolic cardiomyopathy.

This Parkin suppression was accompanied by upregulation of established pathological remodeling markers, including transforming growth factor-β1 (*Tgfb1*), a key mediator of cardiac fibrosis and pathological remodeling (Figure 3G) (37). TKO hearts maintained robust Parkin expression under high-fat diet conditions (Figure 3H) and showed no significant induction of these pathological markers, confirming protection against diet-induced cardiomyopathy at the molecular level (Figure 3, D–G). Our analysis of mitochondrial quality control mechanisms revealed critical functional differences between WT and TKO hearts under metabolic stress. Consistent with previous studies, WT hearts subjected to high-fat diet showed paradoxical increases in baseline autophagy markers (p62 and LC3B protein levels) despite substantial Parkin reduction. This elevation of autophagy markers suggests impaired mitophagic flux and accumulation, hallmarks of dysfunctional mitochondrial quality control (Figure 3I).

Critically, these hearts lost their adaptive mitophagic response to metabolic challenge, evidenced by failure to further upregulate p62 and LC3B protein levels in mitochondrial homogenates following 24-hour fasting compared with the fed state (38, 39). This impaired dynamic response indicated that Parkin deficiency had compromised the heart’s ability to respond appropriately to metabolic stress through enhanced mitochondrial quality control (40–42). In contrast, TKO hearts maintained a markedly different and healthier mitophagic profile under high-fat diet conditions. They exhibited low baseline levels of p62, suggesting efficient basal autophagy, while preserving robust Parkin expression even under metabolic stress. Most importantly, TKO hearts retained capacity for dynamic mitophagic responses to metabolic challenge, demonstrated by appropriate increases in both LC3B and p62 levels following 24-hour fasting, responses comparable to those observed under normal chow diet conditions (Figure 3I). These findings demonstrated that sustained Parkin upregulation in TKO hearts provided comprehensive protection against both baseline mitochondrial dysfunction and loss of adaptive capacity that characterize diet-induced cardiomyopathy.

### Developmental timing of TIGAR-Parkin regulation.

Having established that Parkin upregulation was essential for TIGAR deficiency–mediated cardioprotection, we investigated whether this relationship could be therapeutically exploited through adult interventions targeting TIGAR expression. To test whether suppressing TIGAR in adult hearts could elevate Parkin levels and recapitulate the cardioprotective phenotype, cardiac-specific adeno-associated virus 9 (AAV9) vectors encoding WT TIGAR (TWT), a phosphatase-deficient TIGAR mutant (TMU), or TIGAR-specific short hairpin RNA (shTigar) were generated for selective expression in adult cardiomyocytes. Cardiac AAV9-mediated re-expression of WT TIGAR in adult TKO mice (TKO-TWT) successfully restored TIGAR mRNA levels to approximately 2-fold above WT levels, confirming effective viral transduction and transgene expression (Figure 4A). Similarly, the phosphatase-deficient mutant achieved 2.5-fold elevation above control levels. However, despite successful TIGAR protein restoration, neither WT nor phosphatase-deficient TIGAR re-expression affected the elevated Parkin mRNA or protein levels in TKO hearts (Figure 4, B and E). This unexpected finding was reproduced in cardiomyocyte-specific knockout (hTKO) mice, in which AAV9-mediated TIGAR overexpression achieved a 2.5-fold increase in TIGAR mRNA in comparison with Myh6^Cre^ controls but failed to alter elevated Parkin expression levels characteristic of hTKO hearts (Figure 4, C and D).

Complementary experiments using AAV9-mediated cardiac-specific TIGAR silencing in adult WT mice successfully reduced TIGAR mRNA levels (76% reduction, *P* < 0.001) but were unable to induce any increase in Parkin mRNA expression (Figure 4, F and G). These findings were particularly striking given that genetic TIGAR deficiency from birth resulted in dramatic Parkin upregulation.

The failure of adult TIGAR manipulation to alter Parkin expression levels, despite successful modulation of TIGAR itself, suggested that TIGAR’s regulatory effect on Parkin occurs primarily during critical developmental windows rather than through ongoing adult regulation. Once established during development, the Parkin expression pattern appeared to become largely independent of continued TIGAR regulation. This developmental timing aligned with known biology of cardiac maturation, where the transition from fetal to adult metabolism occurs postnatally and involves major reprogramming of mitochondrial function and quality control mechanisms. The findings suggested that TIGAR deficiency during this critical period establishes persistent alterations in Parkin gene regulation that are maintained throughout adult life.

### Tissue-specific regulation and mechanistic insights.

To better understand the specificity and mechanisms of TIGAR-Parkin regulation, we conducted comprehensive analyses across multiple tissue types and cellular contexts. TIGAR deficiency induced Parkin mRNA expression in heart, skeletal muscle, and brain (Figure 2, A–C) but had no effect in testicular tissue, where WT mice already expressed relatively high baseline Parkin levels (Figure 5, A and B). This tissue specificity was particularly evident when isolated cardiomyocytes were compared with testicular tissue from the same TKO animals. Isolated TKO cardiomyocytes demonstrated a dramatic 39-fold increase in Parkin mRNA expression compared with WT cardiomyocytes, while testicular tissue maintained high baseline expression in both genotypes (Figure 5, C and D). This cell-specific upregulation provided compelling evidence that enhanced Parkin expression resulted directly from TIGAR deficiency in a cell context–dependent manner.

ChIP-qPCR targeting RNA polymerase II at the Parkin promoter showed a 4-fold increase in occupancy in TKO cardiac tissue compared with WT controls (*P* < 0.0001), indicating enhanced transcriptional activation (Figure 5E). Testicular tissue showed no difference between genotypes (Figure 5F). Parkin shares a 203 bp bidirectional promoter that also controls the expression of the Pacrg gene (43). TKO hearts displayed robust Parkin protein induction but not Pacrg protein, suggesting that TIGAR’s influence involved regulatory elements beyond the shared promoter region (Figure 5G). As controls, the mitochondria respirator chain subunits Ndufs2 (NADH dehydrogenase [ubiquinone] iron-sulfur protein 2, mitochondrial) and Ndufv2 (NADH dehydrogenase [ubiquinone] flavoprotein 2, mitochondrial) and the cytosolic glycolytic protein GAPDH were unaffected in either the heart or testes of TKO mice.

### Epigenetic mechanisms of Parkin gene regulation.

The developmental timing of TIGAR’s effects on Parkin expression, combined with persistence of elevated Parkin levels despite adult TIGAR restoration, strongly suggests developmental epigenetic mechanisms underlying this regulatory relationship. Since epigenetic histone modifications tend to be relatively reversible whereas DNA cytosine methylation (5mC) is relatively stable, we speculated that the methylation of the Parkin gene may underlie the persistent TIGAR-dependent changes in Parkin transcription. We performed comprehensive whole-genome bisulfite sequencing (WGBS) analysis of cardiac and testicular tissue from WT and TKO mice to assess DNA methylation patterns and identify differentially methylated regions (DMRs) associated with TIGAR deficiency. RNA sequencing tracks demonstrated increased Parkin transcript levels across all 12 exons in TKO hearts (Figure 6, A and B). WGBS analysis identified multiple DMRs throughout the Parkin gene body with consistently lower methylation levels in TKO hearts.

Among identified DMRs, a 3.2 kb region within Parkin intron 10 showed particularly significant hypomethylation in TKO hearts (Figure 6C). Quantitative analysis revealed that average methylation levels in this region were substantially reduced in TKO compared with WT hearts (58 ± 24 vs. 148 ± 28 methylated CpG sites, *n* = 3, *P* = 0.0139) (Figure 6D). This intronic DMR was particularly intriguing given its location within the gene body rather than the promoter region. While the Parkin promoter region contains a CpG island, no significant methylation changes were detected in this region, suggesting that TIGAR’s regulatory effects were mediated through alternative epigenetic mechanisms.

We employed CRISPR/Cas9–mediated deletion of a 14.2 kb region (chr17:12006677–12020853) encompassing the 3.2 kb DMR using dual guide RNAs (Figure 6E). PCR analysis confirmed successful deletion in both C2C12 myoblasts and 3T3-L1 fibroblasts, with mutant samples showing the expected 1,185 bp amplicon compared with the 2,422 bp product in control cells. RT-qPCR analysis demonstrated that this deletion dramatically enhanced Parkin mRNA expression in both cell types, with an approximately 10-fold increase in C2C12 myoblasts (Figure 6F) and 6-fold increase in 3T3-L1 fibroblasts (Figure 6G) compared with scramble controls. These findings provided direct functional evidence that the identified DMR normally functions as a negative regulatory element.

## Discussion

This study reveals a mechanism whereby TIGAR deficiency establishes persistent cardioprotection through developmental epigenetic programming of Parkin expression. This regulatory relationship confers broad protection against both acute ischemic injury and chronic metabolic cardiomyopathy through enhanced mitochondrial quality control mechanisms established during cardiac development and maintained throughout life.

Our discovery of TIGAR-Parkin regulatory interaction represents a significant advancement in understanding cardiac metabolic programming and mitochondrial quality control. Previous studies demonstrated cardioprotection in TIGAR-knockout mice against ischemia and pressure overload heart failure (26–28). However, the molecular mechanisms underlying this protection remained unclear. These findings reveal that TIGAR’s protective effects depend critically on developmental timing and connection to Parkin expression.

The dramatic increase in Parkin expression that we observed across multiple tissues in TIGAR-deficient mice represents one of the most striking examples of metabolic gene regulation encountered in cardiac research. The consistency of this effect across diverse tissues, combined with heart-specific knockout models, indicates that this is a fundamental regulatory relationship rather than tissue-specific adaptive responses. Genetic rescue experiments using Parkin/TIGAR double-knockout mice, which eliminated cardioprotection, provided definitive genetic evidence for Parkin’s essential role.

Our findings fundamentally challenge traditional views of diabetic and metabolic cardiomyopathy pathogenesis. Conventional understanding has emphasized excessive fatty acid uptake and increased fatty acid oxidation (lipotoxicity) as primary pathogenic mechanisms in obese diabetic hearts (44, 45). However, our results and recent findings (40, 46) demonstrate that the central pathogenic mechanism may involve impaired ATP production efficiency despite ongoing fatty acid oxidation, caused by decreased mitochondrial quality control due to lower Parkin levels that compromise mitophagy execution. This mechanistic insight explains why traditional therapeutic approaches targeting substrate utilization have shown limited clinical success — the fundamental problem lies not in substrate choice, but in the capacity of compromised mitochondrial machinery to efficiently convert substrates to ATP.

When Parkin-mediated mitophagy functions normally, as demonstrated in TKO hearts, cardiac fat accumulation and pathophysiological remodeling are prevented despite equivalent systemic metabolic stress. This finding suggests that maintaining robust mitochondrial quality control can override the deleterious effects of metabolic stress, identifying mitochondrial quality control as a more therapeutically relevant target than substrate utilization alone. The preservation of normal cardiac structure and mitophagic responses in TKO hearts under high-fat diet conditions demonstrates that sustained Parkin expression provides comprehensive protection against both baseline mitochondrial dysfunction and loss of adaptive capacity that characterize diet-induced cardiomyopathy. It is important to recognize that although we observed that TIGAR deficiency protected against the expected increase in heart mass induced by MI or diabetic cardiomyopathy, we did not directly determine whether this was a result of reduced cardiomyocyte hypertrophy, as the increase in heart mass can also result from edema (47).

In either case, the tissue-specific nature of TIGAR’s effects on Parkin expression reveals critical insights into gene regulation mechanisms. Most remarkably, testicular tissue remained completely unresponsive to TIGAR deficiency despite expressing extraordinarily high baseline Parkin levels — approximately 100-fold greater than cardiac levels. This finding suggests that testicular tissue employs fundamentally different regulatory mechanisms that bypass the methylation-dependent control observed in somatic tissues. The extremely high Parkin expression in testicular tissue may indicate that Parkin is essential for programmed and controlled cell proliferation, supported by observations that cancer tissues and immortalized cell lines typically lack Parkin expression. The complete bypass of TIGAR-mediated regulation in germline tissue further supports the concept that different tissues employ distinct epigenetic regulatory mechanisms for the same gene.

One of the most striking aspects of our findings relates to how developmental programming shapes cardiovascular health throughout life. The concept that cardiac metabolism during early developmental stages programs lifelong cardiac function through epigenetic mechanisms represents a paradigm shift in understanding cardiovascular disease susceptibility. The fact that adult TIGAR manipulation could not alter Parkin expression levels, despite successfully changing TIGAR itself, demonstrates that this regulatory relationship becomes established during critical developmental windows and remains fixed in adult tissues.

This developmental timing aligns with the well-characterized postnatal shift in cardiac metabolism from glycolysis-dependent fetal metabolism to fatty acid oxidation–dependent adult metabolism (19). During this transition, cardiomyocytes undergo massive mitochondrial expansion, maturation of respiratory complexes, and establishment of quality control mechanisms that serve the heart throughout adult life (5, 18, 19). Our findings suggest that metabolic conditions during critical developmental periods can permanently alter expression of key mitochondrial quality control genes through epigenetic mechanisms, with profound implications for understanding how early environmental influences affect lifelong cardiovascular health. These discoveries highlight the critical importance of optimal maternal and childhood nutrition in programming cardiac resilience, suggesting that nutritional interventions during early development could establish lifelong protection against cardiovascular disease through enhanced mitochondrial quality control pathways.

Our identification of a specific 3.2 kb differentially methylated region within Parkin intron 10 that controls gene expression provides important mechanistic insights and potential therapeutic targets. Unlike promoter-proximal regulatory elements that control transcriptional initiation (48), this intronic region likely influences transcriptional elongation efficiency through the large Parkin gene. Functional validation of this regulatory element through CRISPR-mediated deletion, which enhanced Parkin expression 6- to 10-fold in multiple cell types, demonstrates its potential as a therapeutic target. Future approaches might involve targeted demethylation of this region using emerging epigenome editing technologies, potentially allowing manipulation of Parkin expression levels in adults.

These findings have several important clinical implications extending beyond basic mechanistic insights. The remarkable preservation of cardiac function following MI in TIGAR-deficient mice (maintaining 60% vs. 36% of baseline function) represents a degree of cardioprotection that would be clinically transformative if achievable in human patients. Enhanced survival of cardiomyocytes within damaged zones, demonstrated by preservation of cardiac troponin I, SERCA2a, and other essential proteins, suggests that enhanced Parkin expression could extend the window for reperfusion therapy and improve outcomes even when treatment is delayed (49, 50).

The complete resistance to diet-induced cardiac dysfunction observed in TKO mice, despite equivalent weight gain, directly addresses one of the major challenges in managing diabetic cardiovascular disease. Current therapies often fail to prevent cardiac complications even with optimal glycemic control, highlighting the need for approaches targeting underlying mitochondrial dysfunction (8, 51). The preservation of normal cardiac structure and mitophagic responses in TKO hearts suggests that enhancing Parkin expression could prevent diabetic heart disease development (40–42).

The dysfunction observed in WT mice on high-fat diet closely mirrors the clinical syndrome of heart failure with preserved ejection fraction, which represents approximately half of all heart failure cases and currently lacks effective therapies (52). The protection against this condition in TKO mice suggests that targeting mitochondrial quality control could provide new therapeutic approaches for this challenging clinical problem.

Our study provides important insights into mitochondrial quality control regulation and function in the heart. The enhanced mitophagic responses observed in TKO hearts during metabolic stress, combined with preservation of cytosolic Parkin reserves even under prolonged stress conditions, demonstrate that sustained high-level Parkin expression enhances cardiac adaptive capacity without compromising baseline mitochondrial function. The preservation of normal mitochondrial protein levels under baseline conditions, despite enhanced mitophagic machinery, indicates that upregulated Parkin does not result in excessive mitochondrial degradation. This suggests that mitophagy is appropriately regulated and responds primarily to damaged or dysfunctional organelles rather than randomly targeting healthy mitochondria.

The loss of adaptive mitophagic responses in WT hearts subjected to high-fat diet, demonstrated by failure to upregulate autophagy markers during fasting despite metabolic stress, highlights how mitochondrial quality control becomes progressively impaired in metabolic disease (53). The preservation of these responses in TKO hearts demonstrates that enhanced Parkin expression can prevent this deterioration and maintain cardiac adaptive capacity under adverse conditions (54).

Our findings complement and extend recent studies using pharmacological Parkin activators such as PR-364, which demonstrated cardioprotection following MI (16). The preservation of mitochondrial gene expression in TKO infarct zones closely matched observations with PR-364 treatment, suggesting common mechanisms involving enhanced mitochondrial quality control. However, the genetic approach provides several advantages over pharmacological intervention. First, it establishes that beneficial effects result specifically from enhanced Parkin expression rather than off-target drug effects. Second, it demonstrates that sustained elevation of Parkin expression is well tolerated and beneficial throughout the lifespan. Third, it reveals the importance of developmental timing in establishing effective cardioprotection.

These investigations were conducted in male mouse models; we do not know whether the functional and mechanistic protection effect of TIGAR deficiency will also occur in female mice. In addition, the translation to human physiology will also require validation in human tissues and clinical studies. Additionally, optimal methods for therapeutic intervention targeting this pathway remain to be determined, and potential long-term consequences of sustained Parkin elevation require additional investigation. Future studies should focus on developing approaches to target our identified epigenetic regulatory elements in adult male and female animals, investigating precise metabolic pathways linking TIGAR deficiency to DNA methylation changes, and assessing relevance of these findings in human populations.

Nevertheless, the concept of developmental programming revealed by this study has broader implications for cardiovascular medicine beyond the specific TIGAR-Parkin connection. It suggests that cardiac responses to adult stressors are fundamentally shaped by developmental experiences and that interventions during critical developmental windows could have lifelong beneficial effects. This concept is particularly relevant given growing recognition that cardiovascular disease often begins early in life, even when clinical manifestations appear decades later (55, 56). These findings suggest that identifying and targeting developmental programming mechanisms could provide new approaches for preventing cardiovascular disease before it begins. Furthermore, the identification of specific epigenetic regulatory elements provides a framework for understanding how environmental factors during development can permanently alter disease susceptibility. This knowledge could inform recommendations for maternal and early childhood health interventions aimed at optimizing cardiovascular development.

Our study identifies a TIGAR-Parkin regulatory pathway operating through epigenetic mechanisms during cardiac development to establish lifelong cardioprotection. TIGAR deficiency enhances Parkin expression through reduced methylation of a specific regulatory region in the Parkin gene, resulting in improved mitochondrial quality control and enhanced cardiac resilience against both MI and metabolic stress. These findings provide new therapeutic targets for cardiovascular disease and highlight how developmental programming mechanisms determine lifelong cardiovascular health, opening new avenues for both prevention and treatment of heart disease.

## Methods

### Sex as a biological variable

This study exclusively examined male mice to reduce variability associated with sex-dependent differences in cardiac physiology and metabolic responses in the models used. It is unknown whether the findings are fully generalizable to female mice. However, increased Parkin expression was also observed in female mouse hearts.

### Animal studies and tissue collection

Mice were housed in a facility with a 12-hour-light/dark cycle and maintained on normal chow diet (5053, LabDiet) containing 62.3% carbohydrates, 24.5% protein, and 13.1% fat by caloric content, or a high-fat diet (HFD; D12492, Research Diets) containing 60% fat, 20% carbohydrates, and 20% protein by caloric content. TKO and Tigar^fl/fl^ mice were produced as described in our previous paper (30). The Tigar^fl/fl^ mice were generated from C57BL/6N-Tigar^tm1a(EUCOMM)Wtsi/Wtsi^ mice obtained from the Wellcome Trust Sanger Institute (Hinxton, United Kingdom) (30). Heart cardiomyocyte–specific Tigar-knockout (hTKO) mice were produced by crossing of Tigar^fl/fl^ mice with cardiac-specific α-myosin heavy chain–Cre (Myh6^Cre^) mice (stock 011038, The Jackson Laboratory). Genotyping was performed using primers 9543, 9544, oIMR8744, and oIMR8745 for Myh6^Cre^- and Tigar^fl/fl^-specific primers (30) for hTKO mice. Parkin-knockout (PKO) mice were purchased from The Jackson Laboratory (stock 006582). Parkin and Tigar double-knockout (PTKO) mice were produced by crossing of PKO with TKO. At 16 weeks of age, mice underwent left anterior descending coronary artery ligation and echocardiographic imaging.

### Mouse heart tissue collection and processing for genomic DNA, total RNA, 

### and protein isolation

Adult mice were briefly anesthetized in an induction chamber with 3%–4% vaporized isoflurane (VetEquip) until loss of righting reflex, followed by cervical dislocation following institutional guidelines and approved protocols. Hearts were rapidly excised via thoracotomy and immediately placed in ice-cold phosphate-buffered saline (PBS; pH 7.4) to remove residual blood. The atria were carefully removed and the ventricles quickly blotted dry with lint-free tissue paper.

The ventricles were immediately snap-frozen using a cryogenic tissue clamp pre-chilled in liquid nitrogen. Frozen cardiac tissue was then transferred to a mortar immersed in liquid nitrogen and homogenized to a fine powder with a pre-chilled pestle, maintaining cryogenic conditions throughout the pulverization process to prevent tissue thawing. The tissue powder was collected into pre-labeled, sterile cryovials and stored at –80°C until further analysis.

### Total RNA extraction and RT-qPCR

Total RNA isolation and RT-PCR were performed as previously described (30). Relative mRNA expression was calculated using ΔΔCt method and normalized to RNA18S1 or Rplp0. The TaqMan primer-probe assays used in this study included *Tigar* (TP53-induced glycolysis and apoptosis regulator; assay ID Mm00621530_m1), *Tgfb2* (transforming growth factor-β2; Mm00436955_m1), *Tnnt2* (cardiac troponin T; Mm01290256_m1), and *Prkn* (Parkin; Mm01323528_m1). *RNA18S1* (eukaryotic 18S rRNA; 4310893E) and *Rplp0* (ribosomal protein, large, P0; Mm00725448_s1) were used as endogenous controls.

For detection of mutant TIGAR (H11A/E102A/H198A) expression, custom primer-probe sets were used. The Tigar primer-probe set spanning exons 3–4 (PrimeTime Std qPCR Assay, Mm.PT.56a.16927616, 9630033F20Rik, Integrated DNA Technologies [IDT]) and the internal control *Rplp0* primer-probe set spanning exons 5–6 (Mm.PT.58.43894205) were used with PrimeTime Gene Expression Master Mix (catalog 1055772, IDT) following the manufacturer’s protocol.

### Immunoblotting

Samples were prepared from cultured cells (washed with cold PBS) or tissues by homogenization with radioimmunoprecipitation assay (RIPA) lysis buffer (sc-24948, Santa Cruz Biotechnology) containing Halt protease and phosphatase inhibitor mixture (catalog 78442, Thermo Fisher Scientific), 20 μM MG132, and 20 μM ALLN (EMD Millipore) using ceria-stabilized zirconium oxide beads (MidSci). Homogenates were centrifuged for 15 minutes at 21,000*g* at 4°C and supernatants collected for protein quantification using the BCA method. Protein samples were separated by either self-cast SDS-PAGE or SurePAGE (Bis-Tris) precast gel (GenScript) and transferred to nitrocellulose membrane using iBlot 2 Blotting System (Thermo Fisher Scientific). The immunoblot membrane was blocked with Pierce Protein-Free T20 (TBS) blocking buffer (product 37571, Thermo Fisher Scientific) or 6% milk in TBS with Tween 20 (TBST), then incubated with the primary antibody in blocking buffer or 1% milk TBST. Blots were washed in TBST and incubated with either IRDye 800CW secondary antibody (LI-COR) or horseradish peroxidase–conjugated secondary antibody in blocking buffer. The membrane was washed with TBST and visualized using either the Odyssey CLx Imaging System (LI-COR) or enhanced chemiluminescence (Pierce, Thermo Fisher Scientific) method. Commercial primary antibodies were purchased from the following sources: TIGAR (sc-677290), SERCA2 (sc-376235), Parkin (sc-32282), Tom70 (sc-390545), NDuFS2 (sc-390596), NDuFV2 (sc-271620), vinculin (sc-73614), SDHA (sc-166909, HRP), SQSTM1/p62 (sc-48402), MAP LC3B (sc-376404), and β-actin (sc-47778) from Santa Cruz Biotechnology; Parkin (2132S), ParkinSer65 (36866S), troponin I (13083S), VDAC (4866S), ubiquitin (43124S), and α-actinin-1 (6487S) from Cell Signaling Technology; Parkin (702785) and PACRG (PA5-110069) from Thermo Fisher Scientific; complex I 75 kDa (ABN302) from EMD Millipore; and GAPDH (MBL-M171-3) from Cosmo Bio USA.

### Chromatin immunoprecipitation and quantitative PCR analysis

Left ventricular tissue (approximately 40 mg) was collected from WT and TKO mouse hearts, washed with ice-cold PBS to remove blood, and immediately minced on an ice-embedded Petri dish using a pre-chilled razor blade. The minced tissue was cross-linked with 1% formaldehyde (28908, Thermo Fisher Scientific) and processed for chromatin isolation using the ChromaFlash Chromatin Extraction Kit (P-2001, EpigenTek). Chromatin samples (300 μL per 1.5 mL tube) were sonicated using a Diagenode Bioruptor for 15 cycles (30 seconds on/30 seconds off) at high-power setting to generate DNA fragments ranging from 150 to 1,000 bp. Chromatin immunoprecipitation (ChIP) was performed using the ChromaFlash One-Step ChIP Kit (P-2025, EpigenTek) following the manufacturer’s instructions. DNA-protein complexes were immunoprecipitated using anti–RNA polymerase II monoclonal antibody (CTD4H8; A-2032-100, EpigenTek), with non-immune IgG (P-2025, EpigenTek) serving as a negative control. The enriched DNA fragments and input DNA (10% of sample chromatin) were purified, released, and eluted. DNA concentration was determined using the Qubit dsDNA High Sensitivity Quantification Assay (Thermo Fisher Scientific). Quantitative PCR analysis was performed using primers targeting the Prkn/Pacrg bidirectional promoter (forward: GTCAACATTAGGAGACGCTAGTC; reverse: GCAACTGTCTTCGCTGGTA) to generate a 76 bp amplicon, with mouse RPL30 intron 2 primers (7015P, Cell Signaling Technology) serving as an internal control. PCR reactions were conducted using PowerUp SYBR Green Master Mix (A25741, Thermo Fisher Scientific) on a QuantStudio 6 Flex platform. ChIP-qPCR data were analyzed using the 2^–ΔΔCt^ method.

### MI model and cardiac function assessment

Male mice (16 weeks old) underwent permanent ligation of the left anterior descending (LAD) coronary artery to induce MI (57, 58). After baseline cardiac assessment, a left thoracotomy (1.5 cm) was performed through the fourth intercostal space under appropriate anesthesia. After retraction of the lungs and opening of the pericardium to expose the heart, the LAD coronary artery was identified and ligated at its proximal region using 8-0 silk suture. The ligation site was positioned between the pulmonary outflow tract and left atrial edge, approximately 2 mm distal to the left auricle tip. Successful arterial occlusion was confirmed by visible pallor of the anterior left ventricular wall. Postoperative care included maintaining body temperature using a heating pad until full recovery. Sham-operated controls underwent identical surgical procedures without arterial ligation.

Cardiac function was evaluated via transthoracic 2-dimensional echocardiography using a 12 MHz probe (VeVo, Visualsonics) at baseline and weeks 1, 2, and 4 after surgeries. Left ventricular parameters were measured through M-mode imaging in the parasternal short-axis view, including end-diastolic and end-systolic dimensions and septal and posterior wall thicknesses, to calculate fractional shortening and ejection fraction.

### Adult mouse cardiomyocyte isolation

Cardiomyocytes were isolated as previously described (57, 59). Adult mice were injected intraperitoneally with 2,000 IU/kg heparin 5 minutes before heart isolation. Hearts were isolated and perfused using a Langendorff apparatus. Hearts were initially retroperfused for 20 minutes with calcium-free cardiac cell isolation buffer (containing in mM: NaCl, 113; KCl, 4.7; NaH_2_PO_4_, 0.6; KH_2_PO_4_, 0.6; HEPES, 10; glucose, 7; taurine, 15; 2,3-butanedione monoxime, 10; MgSO_4_, 1.2; pH 7.4) supplemented with 5 mM EDTA at 37°C. This was followed by enzymatic digestion through retroperfusion with the same buffer containing 300 U/mL collagenase type 4 (CLS-4, Worthington Biochemical Corp.) and 1.2 U/mL protease from *Streptomyces griseus* type XIV (P5147, MilliporeSigma) for 30 minutes.

After perfusion, the left ventricle was carefully dissected and minced into approximately 1 mm^3^ pieces in cardiac cell isolation buffer containing collagenase II (300 U/mL) and protease XIV, then gently dissociated using forceps. The enzymatic digestion was terminated after 10 minutes by addition of cardiac cell isolation buffer supplemented with 5% sterile, exosome-free FBS. The cell suspension was filtered through a 100-μm-pore-size nylon mesh filter (22363549, Fisherbrand) to remove undigested tissue.

Isolated cells were allowed to settle by gravity in 15 mL tubes for approximately 20 minutes. During this sedimentation period, calcium was gradually reintroduced in 4 sequential steps (at 4-minute intervals) to reach final concentrations of 0.06, 0.24, 0.6, and 1.2 mM, respectively. Rod-shaped cardiomyocytes settled to form a pellet at the bottom of the tube and were collected for subsequent experiments. The quality and morphology of isolated cardiomyocytes were confirmed by microscopic examination.

Cardiomyocyte total RNA was extracted using Quick-RNA Miniprep (R1055, Zymo Research Inc.) for *Prkn* mRNA quantification by qPCR. Total protein of cardiomyocytes was isolated using the Total Protein Extraction Kit for Animal Cultured Cells and Tissues (SD-001/SN-002, Invent Biotechnologies Inc.), followed by Western blot analysis of Parkin protein expression as described previously.

### Tissue collection for RNA, protein, and immunofluorescence analyses after LAD-MI

For RNA and protein analyses, the infarct, border, and remote zones were isolated, immediately snap-frozen in liquid nitrogen, pulverized in liquid nitrogen, and stored at –80°C for subsequent RNA and protein extraction. For immunofluorescence studies, fresh cardiac tissues were embedded in Tissue-Tek OCT compound and sectioned to 5 μm thickness. Immunostaining was performed using anti-periostin (PA5-34641, Invitrogen) and anti–α-actinin (sc-17829, AF488, Santa Cruz Biotechnology) antibodies. Stained sections were visualized and images captured using an Echo Revolve Microscope.

### Subcellular fractionation of mouse heart tissue for isolation of cytosolic and mitochondrial components

Mouse hearts were dissected from isoflurane-anesthetized animals and washed with ice-cold mitochondria assay solution (MAS; 70 mM sucrose, 220 mM d-mannitol, 5 mM KH_2_PO_4_, 5 mM MgCl_2_, 1 mM EGTA, 2 mM HEPES, 0.025% fatty acid–free BSA, pH 7.4, adjusted with KOH) to remove blood. The heart was placed on an ice-embedded Petri dish and finely minced using a pre-chilled razor blade. The minced heart tissue was homogenized in cold MAS buffer with Halt protease and phosphatase inhibitor mixture (catalog 78442, Thermo Fisher Scientific), 20 μM MG132, 20 μM ALLN (MilliporeSigma) using 25 strokes in a glass-glass Dounce homogenizer, followed by centrifugation at 1,000*g*, 4°C for 5 minutes. The supernatant was further centrifuged at 10,000*g*, 4°C for 15 minutes. The supernatant was concentrated using Amicon Ultra-0.5 Centrifugal Filter Units (UFC500324, MilliporeSigma) and immediately stored at –80°C as the cytosolic fraction. The pellet was resuspended in RIPA lysis buffer (sc-24948, Santa Cruz Biotechnology) containing Halt protease and phosphatase inhibitor mixture, 20 μM MG132, 20 μM ALLN, 1% SDS, and 1% *N*-lauryl sarcosine sodium salt as the mitochondrial fraction. The protein concentration of both fractions was determined using a Pierce BCA Protein Assay Kit (Thermo Fisher Scientific).

### RNA sequencing and transcriptomic analysis

Total RNA was isolated from heart tissues using the Direct-zol RNA Miniprep Plus kit (R2073, Zymo Research Inc.) following the manufacturer’s instructions. For post-MI analysis, RNA was extracted from distinct cardiac regions (infarct, remote, and boundary zones) following LAD artery ligation. For diet studies, RNA was isolated from whole hearts of mice fed either standard chow or HFD for 6 months.

RNA sequencing was performed by 2 independent service providers. Post-MI heart tissue samples were submitted to GENEWIZ (Azenta Life Sciences) for library preparation and sequencing. Raw RNA-seq reads were first subjected to quality control and adapter trimming using Trim Galore (v0.6.5; https://doi.org/10.5281/zenodo.5127899). Transcript quantification was performed using Kallisto (v0.46) with mm10 reference transcriptome (60). The transcript-level abundance estimates were summarized to gene-level counts using the tximport package in R. Differential expression analysis was conducted using the edgeR package (v3.34.1).

For diet studies, total RNA from chow diet and HFD groups from WT and TKO mice was processed. For each experimental group, heart tissues from 2 mice (50 mg/mouse) were pulverized and pooled, with 3 pooled biological replicates per condition. These samples were submitted to NovaGen Biotech Labs Inc. for library preparation and RNA sequencing on an Illumina NovaSeq X Plus platform. Raw RNA-seq reads were processed using Trim Galore (v0.6.7) to remove adapter sequences and low-quality bases. Transcript-level quantification was performed using Kallisto (v0.46.2) with mm10 reference transcriptome, and transcript abundance estimates were imported into R using the tximport package to generate gene-level count matrices. Differential expression analysis was conducted using DESeq2 (v1.32.0).

For genome browser visualization, the trimmed reads from the diet studies dataset were aligned to the reference genome using HISAT2 (v2.2.1) (61) with default parameters. Aligned reads were sorted and indexed using SAMtools (62), and normalized coverage tracks (bigWig files) were generated using bamCoverage from deepTools (v3.5.1) (63), using counts per million mapped reads (CPM) normalization. The tracks were visualized using the Integrative Genomics Viewer (IGV) (64).

### Whole-genome bisulfite sequencing and DNA methylation analysis

High–molecular weight genomic DNA was isolated from heart and testis tissues using the Monarch HMW DNA Extraction Kit (T3060L, New England BioLabs) following the manufacturer’s instructions. Whole-genome bisulfite sequencing (WGBS) was performed by 2 independent service providers using distinct sample sets.

In the first analysis, purified WT and TKO cardiac genomic DNA samples were submitted to Azenta Life Sciences for WGBS. The NEBNext Enzymatic Methyl-seq Kit was used for sample preparation following Azenta’s established protocols. Raw reads were first trimmed using Trim Galore (v0.6.7), with options “--adapter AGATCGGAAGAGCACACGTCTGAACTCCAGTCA --adapter2 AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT --length 15 --clip_r1 8 --clip_r2 8 --three_prime_clip_r1 8 --three_prime_clip_r2 8”. The trimmed reads were then aligned to bisulfite-converted mm10 reference genome using Bismark (v0.23.1) (65) with Bowtie 2 (v2.4.5) (66) as the underlying alignment algorithm. After alignment, duplicates were removed using deduplicate_bismark. Methylation calls were then extracted using bismark_methylation_extractor, which generated BedGraph files reporting methylation levels at single-base resolution. These de-duplicated BedGraph files were converted to TDF (Tiled Data Format) files using IGVtools (v2.7.2) for visualization of DNA methylation patterns in the Integrative Genomics Viewer (IGV).

In the second analysis, high–molecular weight genomic DNA was isolated from both heart tissues (*n* = 2 for each tissue type per genotype) from WT and TKO mice. These samples were submitted to Novogene for WGBS, library preparation, and sequencing using their established protocols. Raw reads were trimmed using Trim Galore (v0.6.7), with options “--adapter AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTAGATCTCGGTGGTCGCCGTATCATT --adapter2 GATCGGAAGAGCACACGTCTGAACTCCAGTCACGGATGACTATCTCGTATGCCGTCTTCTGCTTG --length 15 --clip_r1 10 --clip_r2 15 --three_prime_clip_r1 10 --three_prime_clip_r2 10”. After trimming, the same bioinformatics pipeline was applied as described above, including alignment with Bismark, duplicate removal, methylation call extraction, and visualization preparation for IGV analysis.

### CRISPR/Cas9–mediated deletion of mouse Parkin intron 10 differentially methylated region

The identified differentially methylated region (DMR) within intron 10 of the mouse Parkin (Prkn) gene was targeted for deletion. Guide RNA (gRNA) sequences targeting both ends of the DMR were selected using CRISPR Target Track Setting (UCSC Genome Browser), with the left and right gRNA sequences corresponding to chromosomal positions chr17:12006677–12006699 and chr17:12020834–12020856, respectively. A dual gRNA mammalian CRISPR vector system was designed and synthesized by VectorBuilder Inc., including both the Prkn intron 10 DMR targeting construct (pRP[2CRISPR]-EGFP/Puro-hCas9-U6>(Prkn Chr17:12006677–12006699)-U6>(Prkn Chr:12010834–12020856)) and a scrambled gRNA control vector (pRP[CRISPR]-EGFP/Puro-hCas9-U6>Scramble_gRNA1). Sequence verification was performed by the manufacturer using Sanger sequencing. The targeting plasmid expresses Cas9 nuclease with two gRNAs designed to delete a 14,180 bp region within intron 10 of the Parkin gene. VectorBuilder prepared the plasmids by maxiprep purification, yielding greater than 1 μg/μL concentration (300 μL total volume).

Both VectorBuilder-produced plasmids contained EGFP and puromycin resistance markers for cellular selection and transfection tracking. 3T3-L1 fibroblast cells (CL-173, ATCC) or C2C12 myoblast cells (CRL-1772, ATCC) were seeded in 10 cm plates at approximately 50% confluence and maintained in antibiotics-free 10% FBS DMEM. Cells were transfected with 15 μg of plasmid DNA diluted in 0.75 mL Opti-MEM I (1×; catalog 31985062, Thermo Fisher Scientific) using 60 μL EndoFectin Max Transfection Reagent (GeneCopoeia), which was also diluted in 0.75 mL Opti-MEM, following the manufacturer’s protocol. Puromycin selection (catalog code ant-pr-1, InvivoGen) was initiated 24 hours after transfection and maintained for 72 hours. The selected cells were subsequently maintained in 10% FBS DMEM.

Genomic DNA was isolated using the GeneJet Genomic DNA Purification Kit (K0721, Thermo Fisher Scientific). PCR validation of the deletion was performed using 3 primers, which differentiate WT and mutant DNAs. The forward primer sequence was 5′-GACAGTGGTCCTAAACACTATTGTGG-3′, corresponding to positions 12,006,286–12,006,311. The WT reverse primer (5′-GCTGTTATGTTAGGTTTAGCAGGGAA-3′; 12,008,682–12,008,707) generated a 2,422 bp amplicon, whereas the mutant-specific reverse primer (5′-TACAGTGGACTCCAACGCAGTA-3′; 12,021,629–12,021,650) produced a 1,185 bp amplicon. PCR amplification was performed using GoTaq Master Mixes 2X (M7123, Promega).

Cycling conditions for amplifying longer PCR products were used as described on QIAGEN’s website (Bench Guide, PCR, Amplification of long PCR products): 95°C for 2 minutes, followed by 40 cycles of denaturation at 94°C for 10 seconds, annealing at 55°C for 60 seconds, and extension at 68°C for 90 seconds, with a final hold at 4°C.

Successful deletion yielded a 1,185 bp product compared with the 2,422 bp WT product when resolved on 1.0% agarose gel made in 0.5× Tris-borate-EDTA (TBE) buffer. To assess the impact of DMR deletion on Parkin gene expression, RNA was extracted using Quick-RNA Miniprep (R1055, Zymo Research Inc.) for *Prkn* mRNA quantification by qPCR.

### AAV9 vector construction and viral production

Two distinct AAV9 vector systems with cardiac-specific expression were outsourced for production:

#### AAV9-cTnT-Tigar vectors.

Custom AAV9 vectors expressing WT *Tigar* (NM_177003) and a phosphatase-deficient Tigar mutant were designed and manufactured by Charles River Laboratories for cardiac-specific gene delivery. The coding sequences (895 bp) were subcloned into a pAV9-cTnT-GFP backbone containing an IRES-GFP reporter. For the phosphatase-deficient mutant, 3 critical catalytic residues (His11, Glu102, and His198) were simultaneously substituted with alanine residues, thereby abolishing phosphatase activity while maintaining protein expression. Charles River verified the resulting constructs (pAV9-cTnT-NM_177003-IRES-GFP and pAV9-cTnT-NM_177003mutant-IRES-GFP) by full-length sequencing and performed viral packaging, yielding high-titer preparations (more than 1 × 10^13^ genomic copies/mL) delivered as 4 × 250 μL aliquots per construct. Control AAV9 viral particles containing only GFP (pAV9-cTnT-GFP, catalog CV17196-AV9) were purchased from Charles River.

#### AAV9-cTnT-Tigar-shRNA vectors.

For Tigar knockdown studies, an shRNA construct (pAAV[3miR30]-cTnT>EGFP:mTigarshRNA#1,2,3:WPRE) was designed and generated by VectorBuilder Inc. A corresponding control vector with a scrambled shRNA sequence (pAAV[miR30]-cTnT>EGFP:Scramble[miR30-shRNA#1]:WPRE) was also constructed by VectorBuilder. The company packaged both vectors into AAV9 particles through medium-scale production followed by ultrapurification, yielding titers exceeding 3.65 × 10^13^ genomic copies/mL, delivered as 10 × 50 μL aliquots per vector.

### In vivo delivery

For AAV9 administration, the commercially produced viral preparations were diluted to 1.2 × 10^10^ viral particles per microliter in sterile physiological saline. Mice were anesthetized with isoflurane, and 50 μL of the diluted viral suspension (total: 6 × 10^11^ viral particles per mouse) was administered via retro-orbital injection. Animals were monitored after injection for adverse events, and cardiac transgene expression was assessed 4 weeks after administration.

### Statistics

GraphPad Prism 10 (GraphPad Software) was used for data processing, analyses, and graph production in the experiments. The number of independent experimental replications and the average with standard deviation are provided in the figure legends. Unpaired 2-tailed Student’s *t* tests or non-parametric tests (Mann-Whitney, Kruskal-Wallis) were used for statistical analyses. *P* values of less than 0.05 were considered significant.

### Study approval

All animal procedures were performed in accordance with protocols approved by the Albert Einstein College of Medicine Institutional Animal Care and Use Committee.

### Data availability

RNA sequencing and WGBS data generated in this study, including associated DNA methylation analyses, were deposited in the Gene Expression Omnibus (GEO) database under the following accession numbers: GSE317048 (Transcriptomic profiling of WT and TKO mouse hearts); GSE317050 (RNA-seq analysis of Parkin expression in WT and TKO mouse hearts under normal chow and HFD conditions); GSE317052 (DNA methylation analysis of the Parkin gene in WT and TKO mouse heart); and GSE317054 (DNA methylation analysis of the Parkin gene in WT and TKO mouse heart). Supporting data values associated with the main article and supplemental material, including values for all data points shown in graphs and values underlying reported means, are provided in the Supporting Data Values file. Additional data and analytic code are available upon reasonable request.

## Author contributions

YT designed research studies, conducted experiments, acquired data, analyzed data, provided reagents, and wrote the manuscript. SSJ conducted experiments, acquired data, analyzed data, and provided reagents. LL acquired data, analyzed data, and wrote the manuscript. XW conducted experiments, acquired data, and provided reagents. AMX conducted experiments, acquired data, analyzed data, and provided reagents. FY designed research studies and acquired funding. DF contributed to manuscript editing and revision. GS and JEP supervised the study, designed research studies, acquired data, analyzed data, provided reagents, wrote the manuscript, and acquired funding.

## Conflict of interest

The authors have declared that no conflict of interest exists.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- NIH grants DK033823 and DK020541 (to JEP) and HL146691 (to GS).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
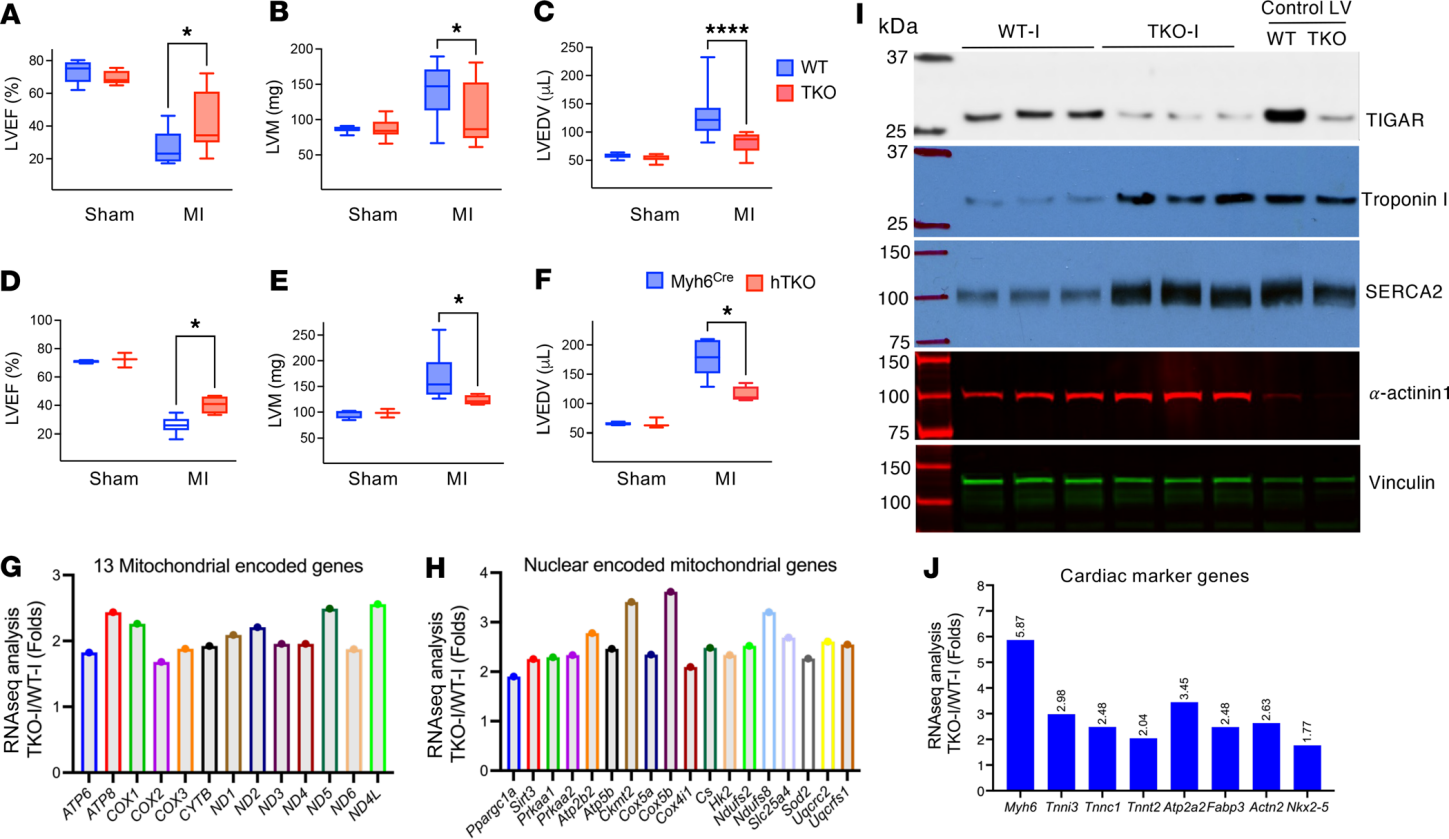
TIGAR knockout protects against post–myocardial infarction cardiac dysfunction. (**A**–**C**) Echocardiograms and quantification of left ventricular ejection fraction (LVEF), mass (LVM), and end-diastolic volume (LVEDV) in 4-month-old male WT (*n* = 10) and TKO mice (*n* = 13) 4 weeks after myocardial infarction (MI). MI was induced by left anterior descending (LAD) artery ligation. Sham-operated mice served as controls. (**D**–**F**) Echocardiograms and quantification of left ventricular ejection fraction (LVEF), mass (LVM), and end-diastolic volume (LVEDV) in 4-month-old male control Myh6^Cre^ mice (*n* = 6) and hTKO mice (*n* = 4) 4 weeks after MI. (**G** and **H**) RNA-seq analysis of mitochondrial-encoded genes (**G**) and nuclear-encoded mitochondrial genes (**H**) from the infarct zone, expressed as fold changes in TKO versus WT. (**I**) Immunoblot analysis of TIGAR, troponin I, SERCA2, α-actinin-1, and vinculin in infarcted heart tissue from WT and TKO mice, with normal left ventricular tissue (Control LV) as reference. (**J**) RNA-seq analysis of cardiac marker genes from the infarct zone, expressed as fold changes in TKO versus WT. For RNA-seq analyses (**G**, **H**, and **J**), RNA from 3 mice per group was pooled for sequencing. Data represent mean ± SD. Statistical significance was determined by 1-way ANOVA. *P < 0.05; ****P < 0.0001.

**Figure 2:**
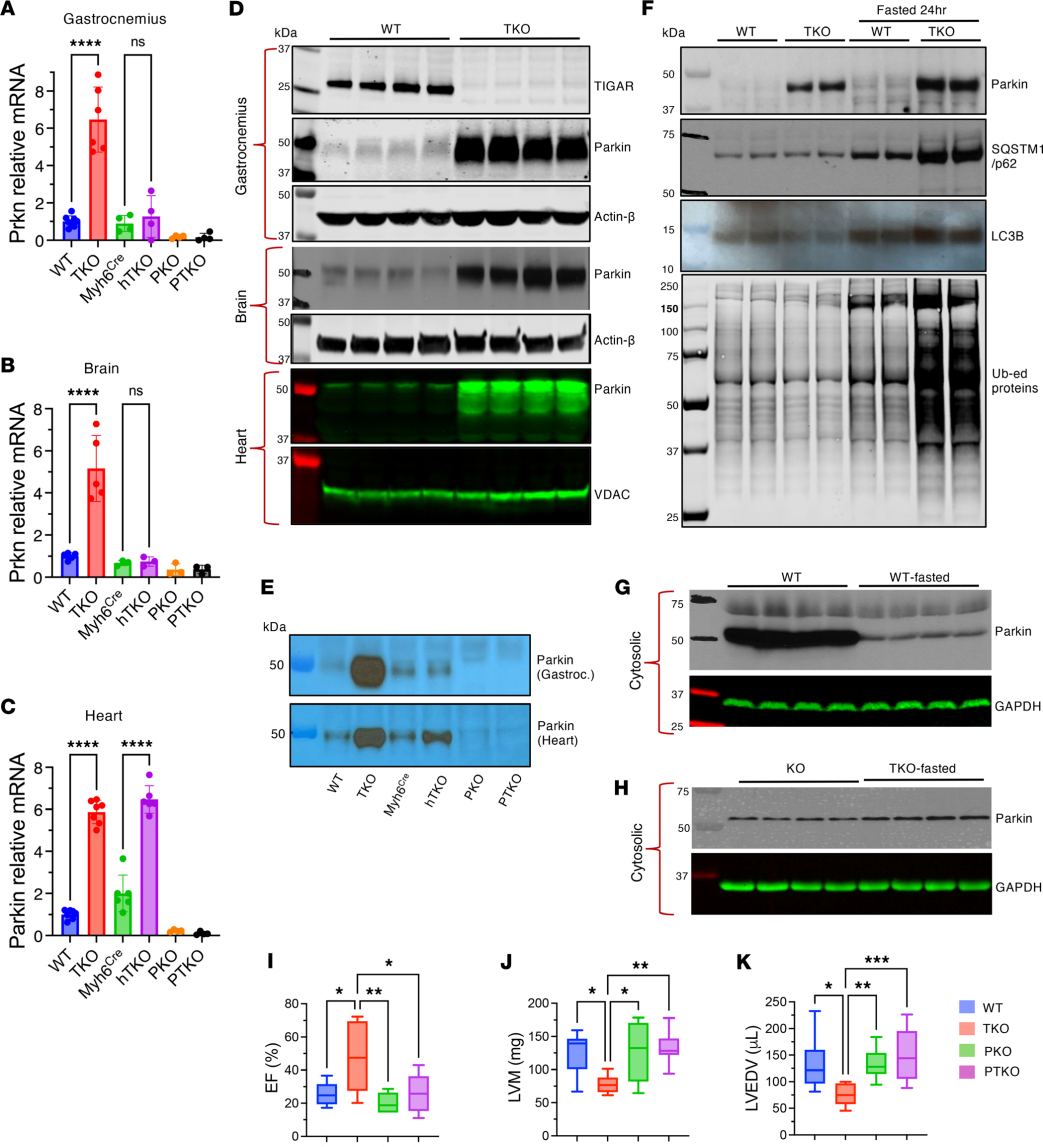
Parkin upregulation mediates cardiac protection in TKO and hTKO mice. (**A**–**C**) Parkin (*Prkn*) mRNA levels in gastrocnemius muscle (**A**), brain (**B**), and heart (**C**) of WT, TKO, Myh6^Cre^, hTKO, Parkin-knockout (PKO), and Parkin/TIGAR double-knockout (PTKO) mice determined by RT-qPCR. Data normalized to WT expression. (**D**) Western blot analysis of TIGAR and Parkin protein levels in gastrocnemius muscle, brain, and heart tissues from WT and TKO mice, with β-actin and VDAC as loading controls. (**E**) Detection of Parkin protein in gastrocnemius muscle and heart tissues from WT, TKO, Myh6^Cre^, hTKO, PKO, and PTKO mice by immunoprecipitation followed by immunoblotting. (**F**) Western blot analysis of mitophagy-related proteins, including Parkin, SQSTM1/p62, LC3B, and ubiquitinated proteins in heart mitochondrial fractions from fed and 24-hour-fasted WT and TKO mice. (**G** and **H**) Immunoblot analysis of Parkin protein levels in cytosolic fractions from heart tissues of fed and 24-hour-fasted WT (**G**) and TKO (**H**) mice, with GAPDH as loading control. (**I**–**K**) Echocardiographic assessment of left ventricular ejection fraction (EF) (**I**), mass (LVM) (**J**), and end-diastolic volume (LVEDV) (**K**) in 4-month-old male WT, TKO, PKO, and PTKO mice 4 weeks after MI. Data represent mean ± SD. Statistical significance was determined by 1-way ANOVA. *P < 0.05; **P < 0.01; ***P < 0.005; ****P < 0.0001; *n* = 5–10 per group.

**Figure 3:**
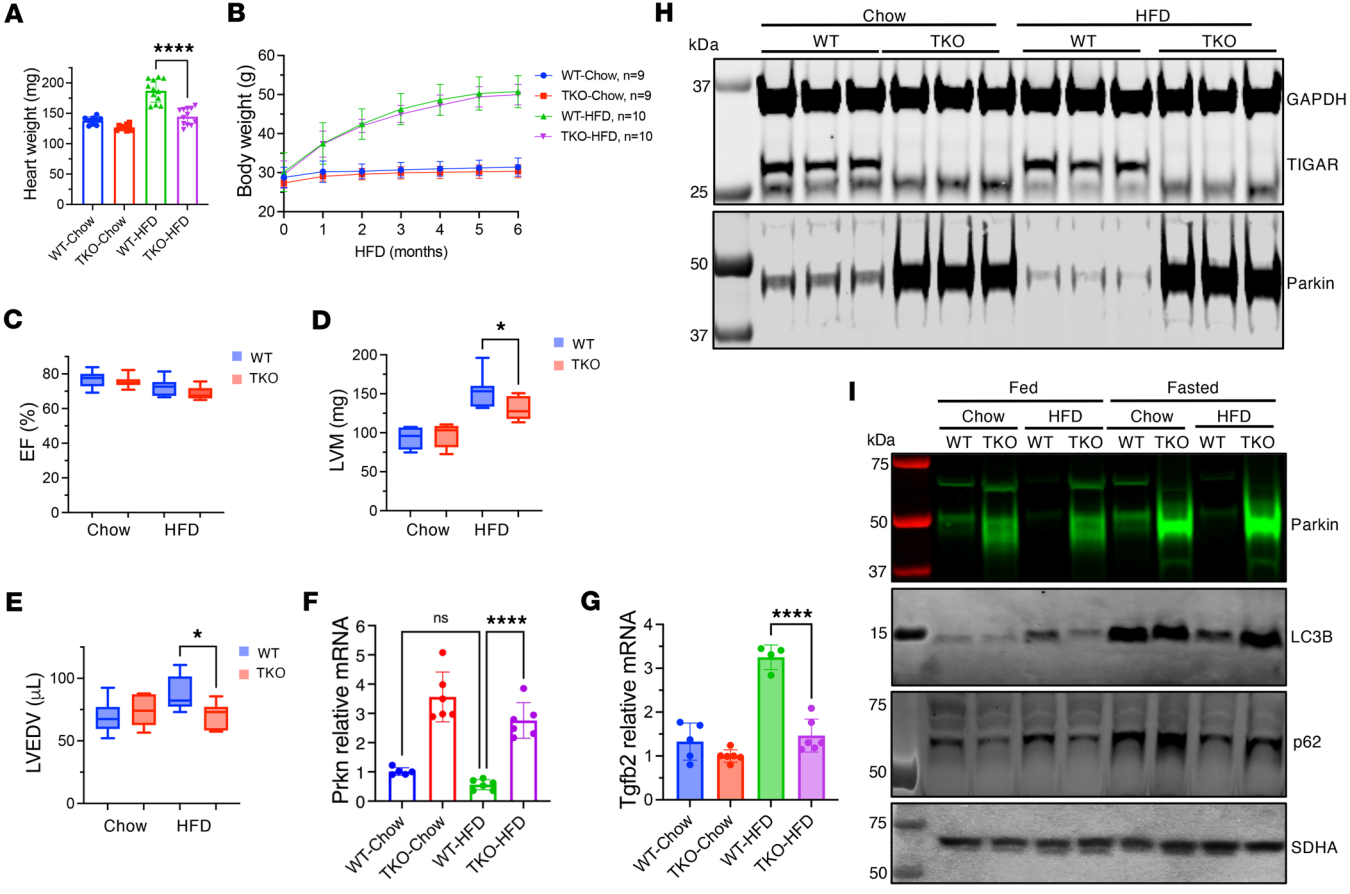
High-fat diet effects on cardiac function and mitophagy in WT and TKO mice. (**A**) Heart weights of WT and TKO mice after 6 months of normal chow or high-fat diet (HFD). HFD increased cardiac mass in WT but not TKO mice. (**B**) Body weight progression in WT and TKO mice during 6 months of normal chow or HFD (*n* = 9–10 per group). (**C**–**E**) Echocardiographic assessment of left ventricular ejection fraction (EF) (**C**), mass (LVM) (**D**), and end-diastolic volume (LVEDV) (**E**) in WT and TKO mice fed normal chow or HFD. (**F** and **G**) mRNA expression levels of Parkin (**F**) and TGF-β2 (**G**) in heart tissue from WT and TKO mice fed normal chow or HFD. Data normalized to WT-chow expression. *n* = 4–6. (**H**) Western blot analysis of TIGAR and Parkin protein levels in heart tissue cytosolic fraction from WT and TKO mice fed normal chow or HFD, with GAPDH as loading control. (**I**) Western blot analysis of mitophagy-related proteins (Parkin, LC3B, and p62) in mitochondrial fractions of heart tissue from fed and 24-hour-fasted WT and TKO mice maintained on normal chow or HFD. SDHA serves as mitochondrial fraction loading control. Data represent mean ± SD. Statistical significance was determined by 1-way ANOVA. *P < 0.05; ****P < 0.0001.

**Figure 4:**
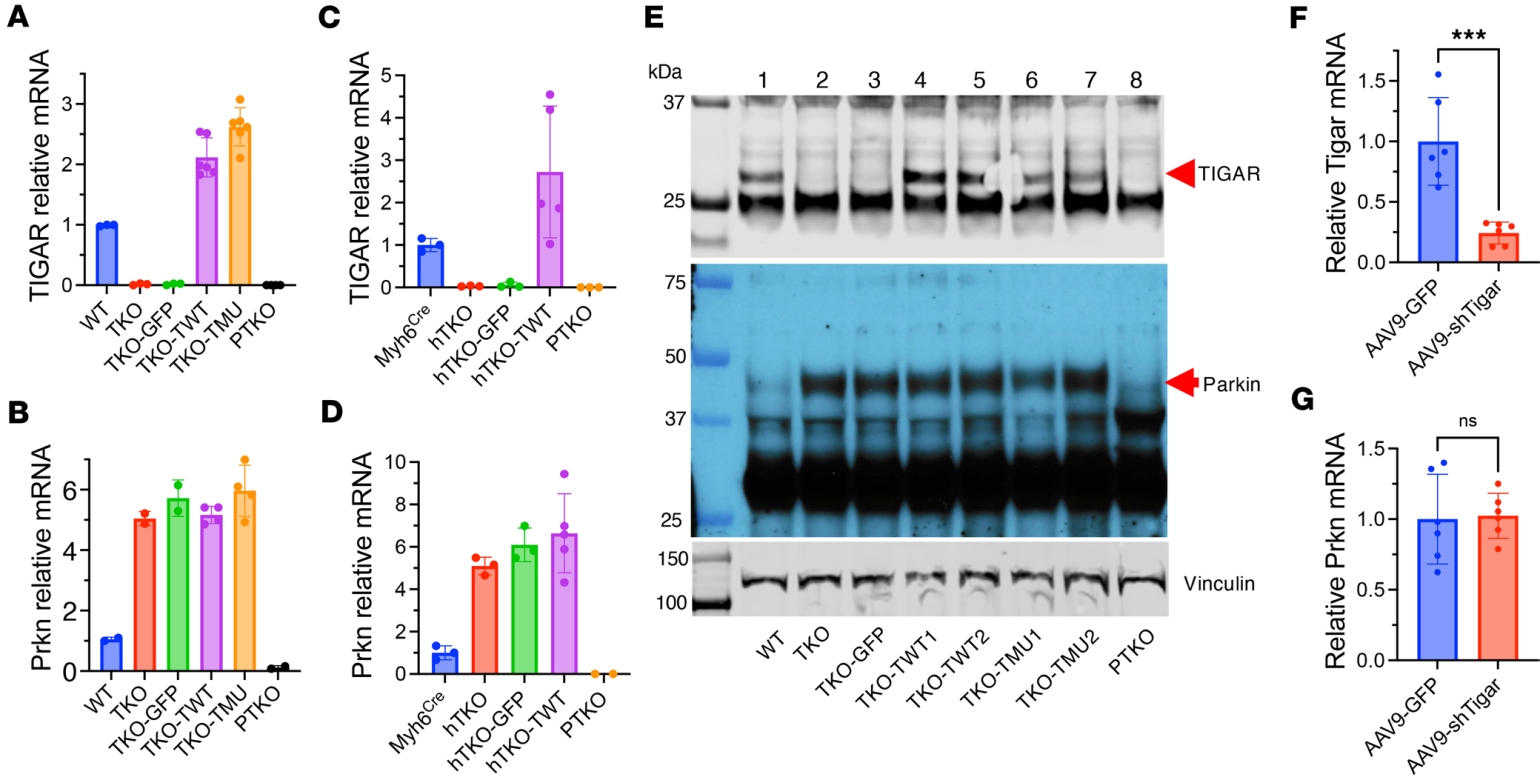
TIGAR expression in adult hearts does not directly affect Parkin expression. (**A** and **B**) qPCR analysis of TIGAR (**A**) and Parkin (**B**) mRNA in heart samples from WT and TKO mice, TKO mice injected with AAV9-cTnT-GFP control virus (TKO-GFP), AAV9-cTnT-TIGAR WT virus (TKO-TWT), or phosphatase-deficient TIGAR mutant virus (TKO-TMU), and PTKO mice. Data normalized to WT expression. (**C** and **D**) qPCR analysis of TIGAR (**C**) and Parkin (**D**) mRNA in heart samples from Myh6^Cre^ and hTKO mice, hTKO mice injected with AAV9-cTnT-GFP control virus (hTKO-GFP) or AAV9-cTnT-TIGAR WT virus (hTKO-TWT), and Parkin/TIGAR double-knockout (PTKO) mice. Data normalized to Myh6^Cre^ expression. (**E**) Western blot analysis of TIGAR (30 kDa) and Parkin (52 kDa) protein expression in heart samples from various genotypes as indicated (lanes 1–8), with vinculin (117 kDa) as loading control. Red arrows indicate TIGAR and Parkin bands. (**F** and **G**) qPCR analysis of TIGAR (**F**) and Parkin (**G**) mRNA in heart samples from WT mice treated with AAV9-GFP control or AAV9-cTnT-TIGAR shRNA. Data represent mean ± SD. Statistical significance was determined by 2-tailed Student’s *t* test. ***P < 0.005; *n* = 5 per group.

**Figure 5:**
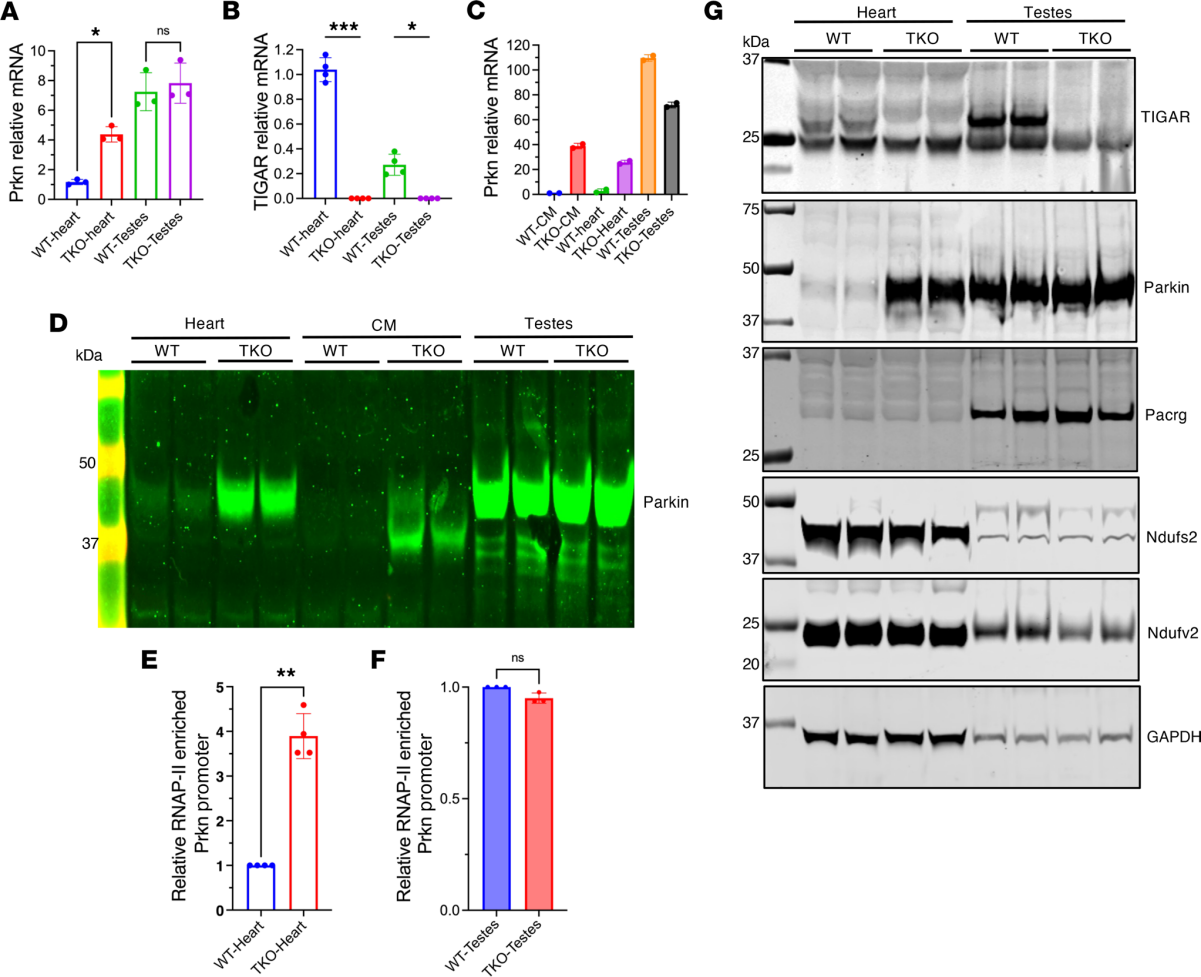
Tissue-specific regulation of TIGAR and Parkin expression in heart and testes. (**A** and **B**) qPCR analysis of Parkin (**A**) and TIGAR (**B**) mRNA levels in heart and testes from WT and TKO mice. Data normalized to WT heart expression. Data represent mean ± SD. Statistical significance was determined by 1-way ANOVA. *P < 0.05; ***P < 0.005. (**C**) qPCR analysis of Parkin mRNA levels in isolated fresh cardiomyocytes (CM), heart tissues, and testis tissues from WT and TKO mice. Data normalized to WT-CM expression. (**D**) Western blot analysis of Parkin protein levels in heart tissues, isolated cardiomyocytes (CM), and testis tissues from WT and TKO mice. (**E** and **F**) RNA polymerase II (RNAP-II) ChIP-qPCR analysis showing RNA polymerase II enrichment at the bidirectional Prkn/Pacrg promoter in WT and TKO heart tissue (**E**) and WT and TKO testis tissue (**F**). Data are normalized to WT heart or testes and represent mean ± SD. Statistical significance was determined by 2-tailed Student’s *t* test. **P < 0.01; *n* = 3–4 independent experiments. (**G**) Western blot analysis of TIGAR, Parkin, Pacrg, Ndufs2, Ndufv2, and GAPDH protein levels in heart and testes from WT and TKO mice, demonstrating tissue-specific expression patterns.

**Figure 6:**
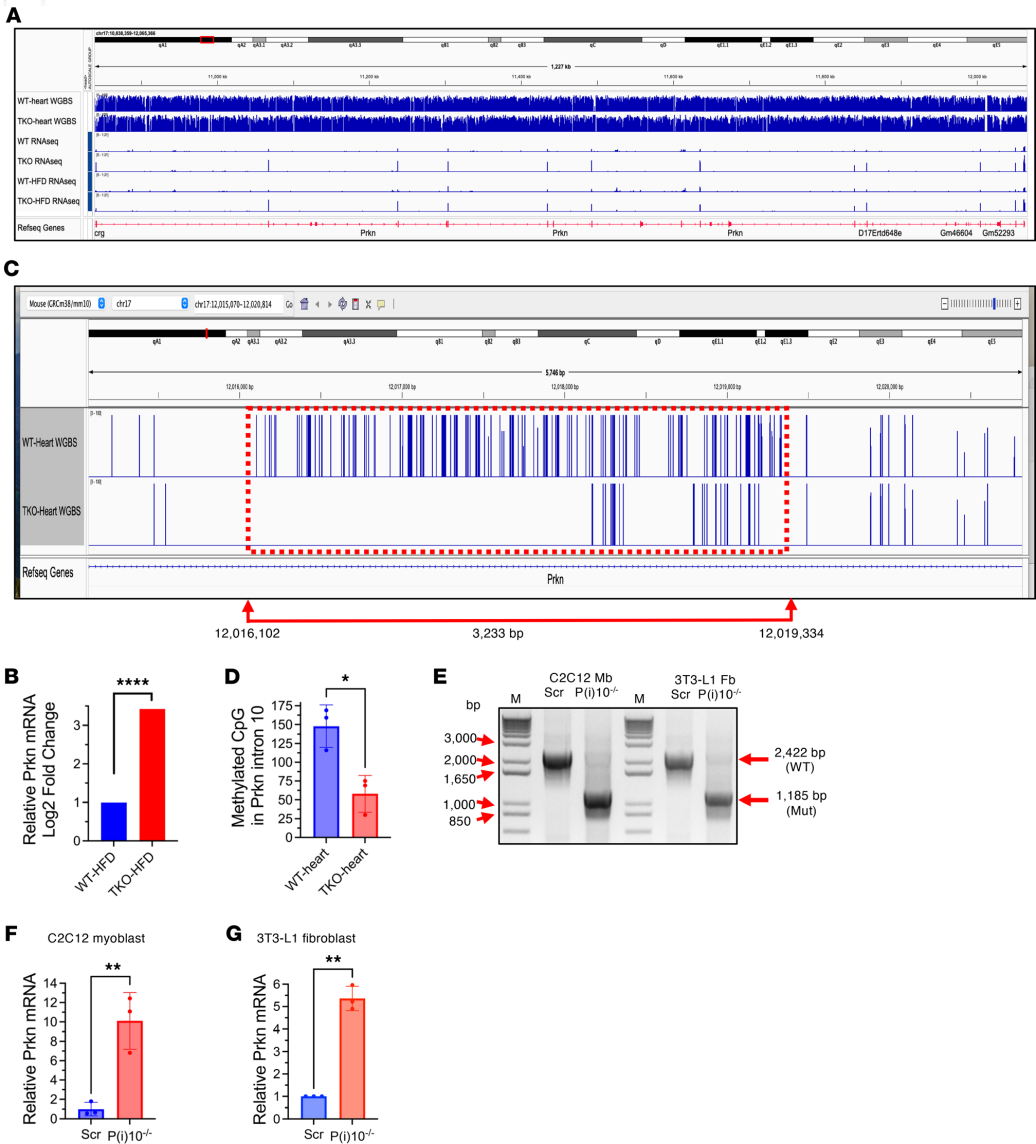
Prkn gene body methylation patterns and Parkin expression regulation. (**A** and **B**) Integrative Genomics Viewer (IGV) visualization of the Prkn gene with whole-genome bisulfite sequencing (WGBS) and RNA-seq data from WT and TKO mice hearts under normal chow and HFD conditions (**A**), with corresponding RNA-seq analysis showing significantly increased Parkin (*Prkn*) mRNA expression in TKO-HFD versus WT-HFD hearts (**B**). (**C**) Enlarged view of the differentially methylated region (DMR) within Prkn intron 10 (red dashed box, coordinates chr17:12,016,102–12,019,334; 3,233 bp). (**D**) Quantification of methylated CpG sites in the DMR in Prkn intron 10 in WT (148 ± 28) and TKO (58 ± 24) heart tissues. *P = 0.0139; *n* = 3. (**E**) CRISPR/Cas9–mediated deletion of a 14,177 bp fragment (chr17:12006677 to chr17:12020853) in Prkn intron 10 in C2C12 myoblasts (Mb) and 3T3-L1 fibroblasts (Fb). Agarose gel electrophoresis shows the predicted 1,185 bp PCR amplicon in P(i)10^–/–^ cells (gRNA/Cas9 vector transfected) versus the 2,422 bp band in scramble vector–transfected (Scr-transfected) control cells. (**F** and **G**) RT-qPCR analysis of Parkin mRNA levels in Prkn intron 10 DMR-deleted [P(i)10^–/–^] and scramble control (Scr) C2C12 myoblasts (**F**) and 3T3-L1 fibroblasts (**G**), showing 10-fold and 5-fold increases, respectively, in Parkin expression following DMR deletion. Data represent mean ± SD. Statistical significance was determined by 2-tailed Student’s *t* test. **P < 0.01; ****P < 0.0001; *n* = 3 independent experiments.

# Supplementary material for: TIGAR deficiency enhances cardiac resilience through epigenetic programming of Parkin expression
**Source:** JCI Insight. 2026 Feb 26;11(8):e200105. doi: 10.1172/jci.insight.200105
**Supplement:** Supplemental data

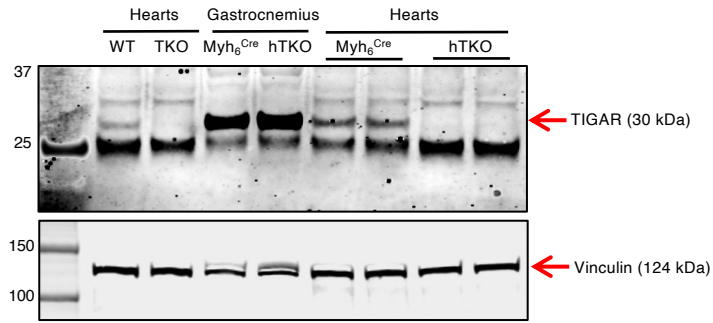

**Supplemental Figure 1. Confirmation of TIGAR knockout in heart tissues.** Western blot analysis demonstrating absence of TIGAR protein (30 kDa) in TKO and hTKO hearts compared with wild-type (WT) and Myh6<sup>Cre</sup> control hearts. TIGAR protein expression was comparable in gastrocnemius muscle between Myh6<sup>Cre</sup> and hTKO mice, confirming cardiac-specific nature of TIGAR deletion in the hTKO model. Vinculin (124 kDa) served as loading control. TKO and hTKO samples served as negative controls for TIGAR antibody specificity.

A

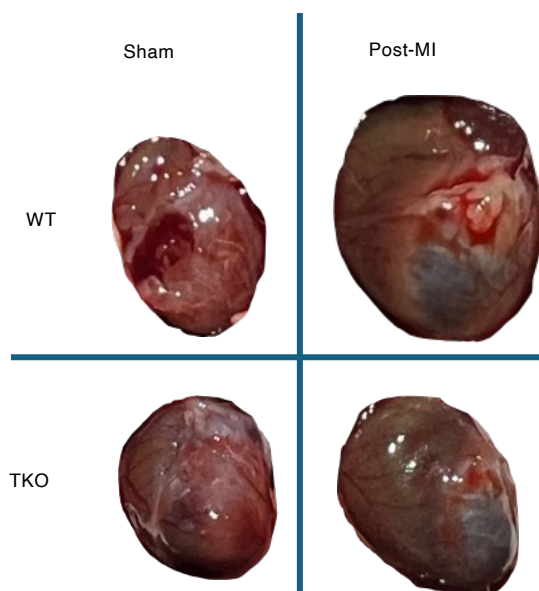

B

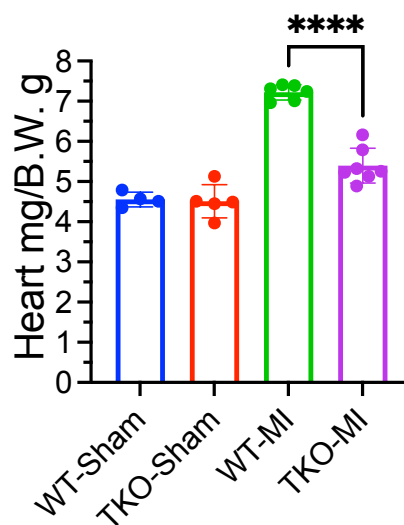

**Supplemental Figure 2. TKO mice demonstrate reduced cardiac hypertrophy following myocardial infarction.**

**A**, Representative heart images from WT and TKO mice under sham operation and post-myocardial infarction (post-MI) conditions. **B**, Heart weight-to-body weight ratios (mg/g) in experimental groups. WT mice exhibited significant cardiac hypertrophy post-MI, which was attenuated in TKO mice. Data are presented as mean  $\pm$  SD (n=6-7 per group).

Statistical significance was determined by one-way ANOVA. \*\*\*\*P<0.0001.

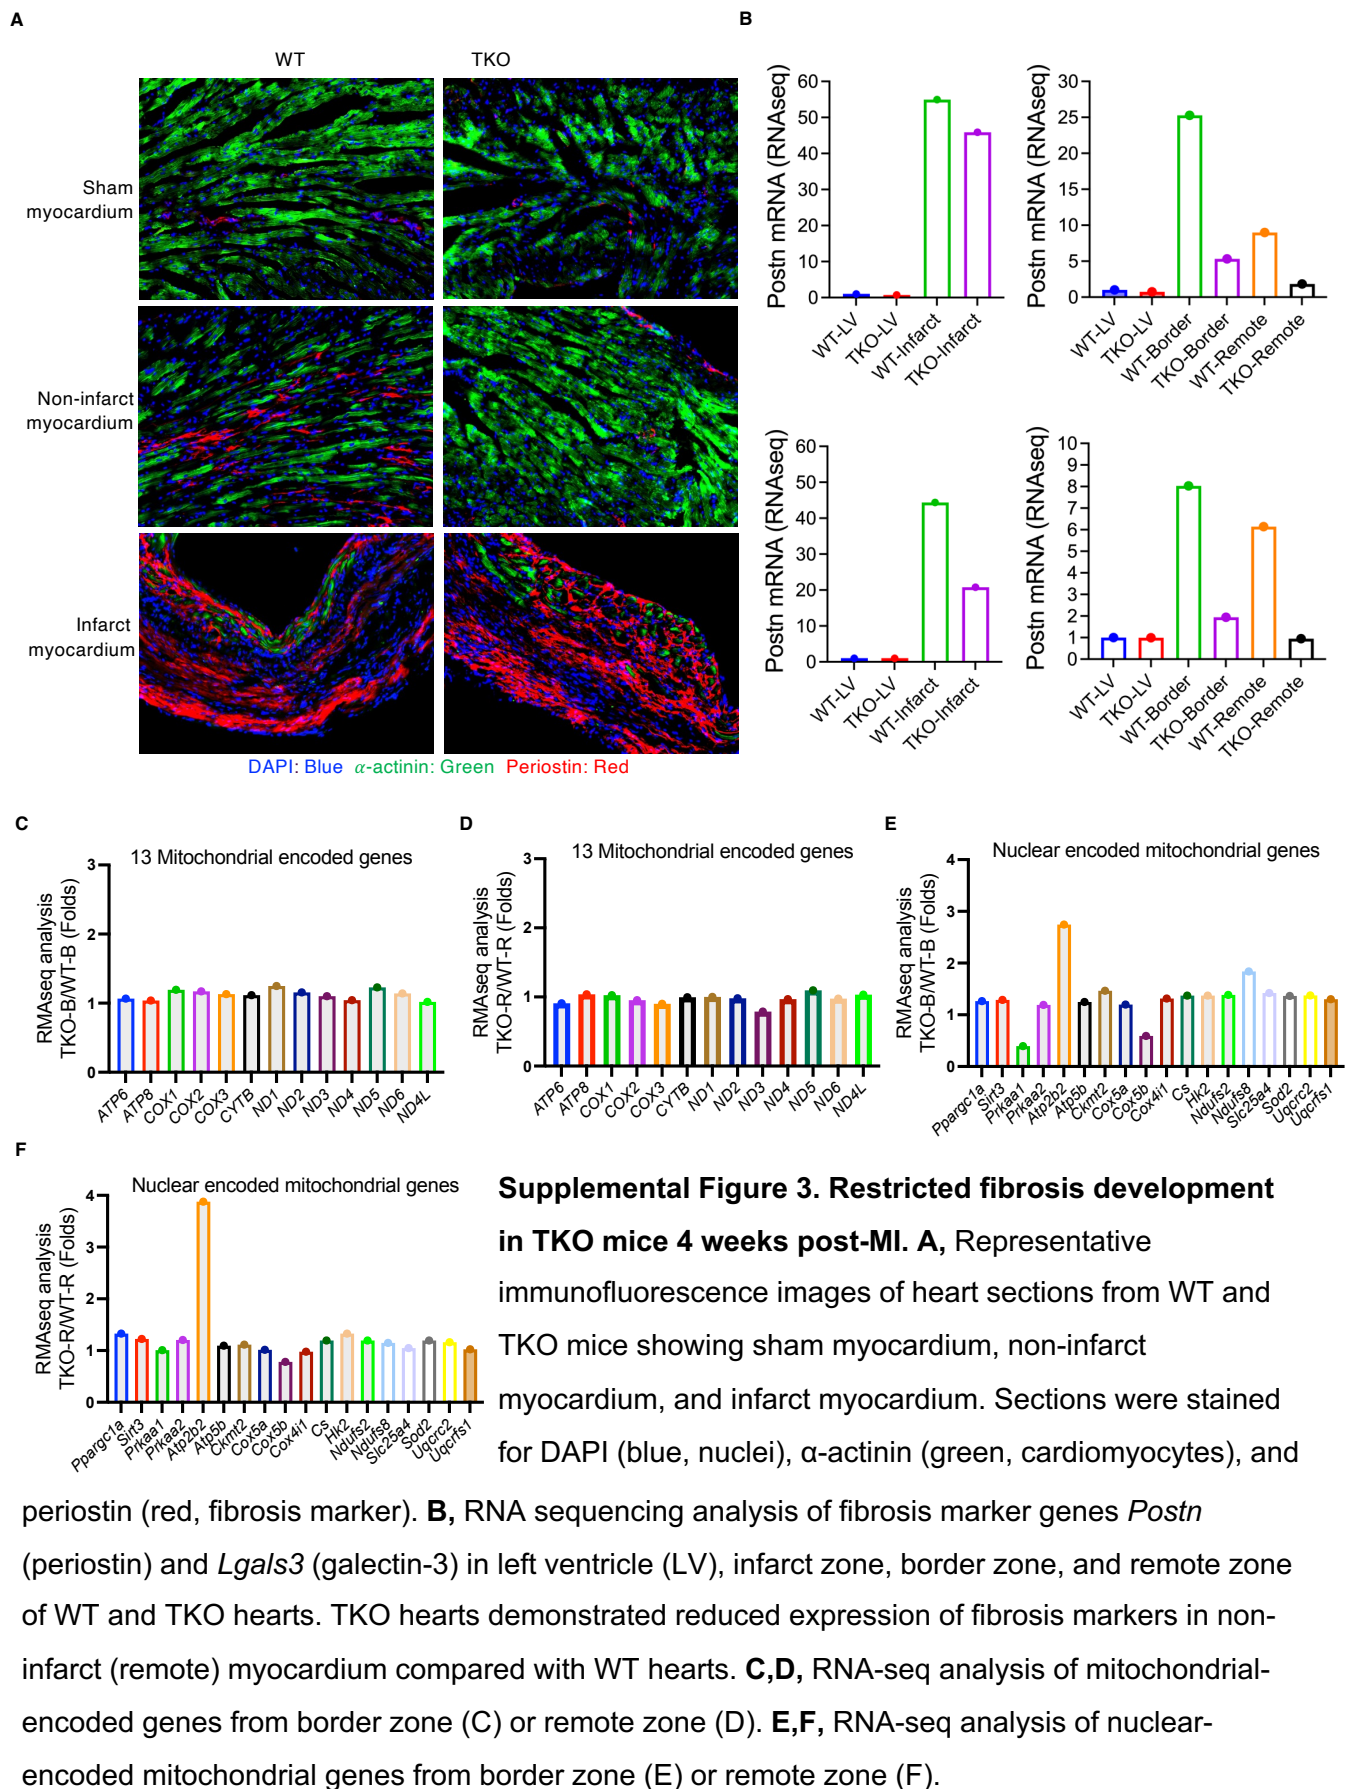

A

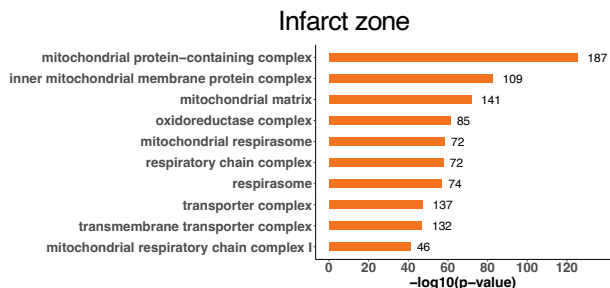

B

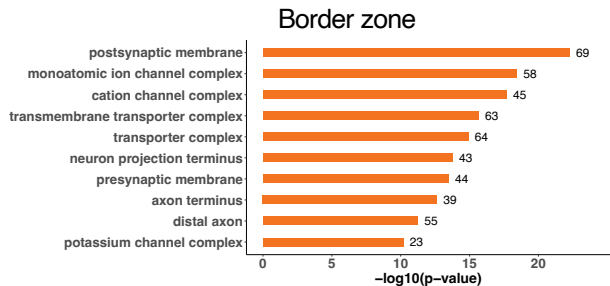

C

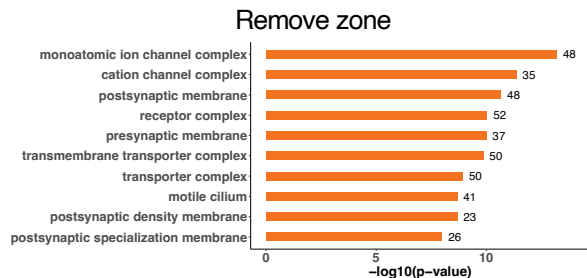

**Supplemental Figure 4. Distinct pathway enrichment across infarct, border, and remote zones in WT and TKO hearts.** Gene ontology pathway enrichment analysis of differentially expressed genes comparing WT and TKO mice in the infarct zone (A), border zone (B), and remote zone (C).

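Families of genes were taken by symbol and compared in each zone by their median TKO over WT ratio, since no gene ontology annotation was at hand to repeat the enrichment and the paper's text does not name the threshold for a differentially expressed gene. In the infarct zone, the 38 complex I subunit genes had a median ratio of 1.65, the 4 of complex II 1.79, the 9 of complex III 1.67, the 18 of complex IV 1.52, and the 16 of ATP synthase 1.64. The 77 mitochondrial ribosomal protein genes had a median of 1.41, whereas the 85 cytosolic ribosomal protein genes had 0.869. In the border zone, the medians were 1.21 for complex I, 1.17 for ATP synthase, and 1.16 for the mitochondrial ribosomal proteins, and in the remote zone 0.978, 0.981, and 0.993. The 43 collagen genes had a median of 0.896 in the infarct zone, 0.705 in the border zone, and 0.884 in the remote zone. The 75 potassium channel genes had medians of 1.07, 1.06, and 1.00, and the 33 glutamate and GABA receptor genes 0.925, 0.910, and 1.01, each with a counting-error interval reaching 1 in at least 2 of the 3 zones. Only 40 of these potassium channel genes and 10 of these receptor genes had a mean of at least 1 CPM. The 2 medians thus include many genes with few or no counts and do not show that either family was unchanged. Over the scalings tried, the infarct zone median was lowest with total counts, at 1.35 for complex I, 1.24 for complex IV, and 1.15 for the mitochondrial ribosomal proteins, whereas the potassium channel genes fell below 1, to 0.874.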

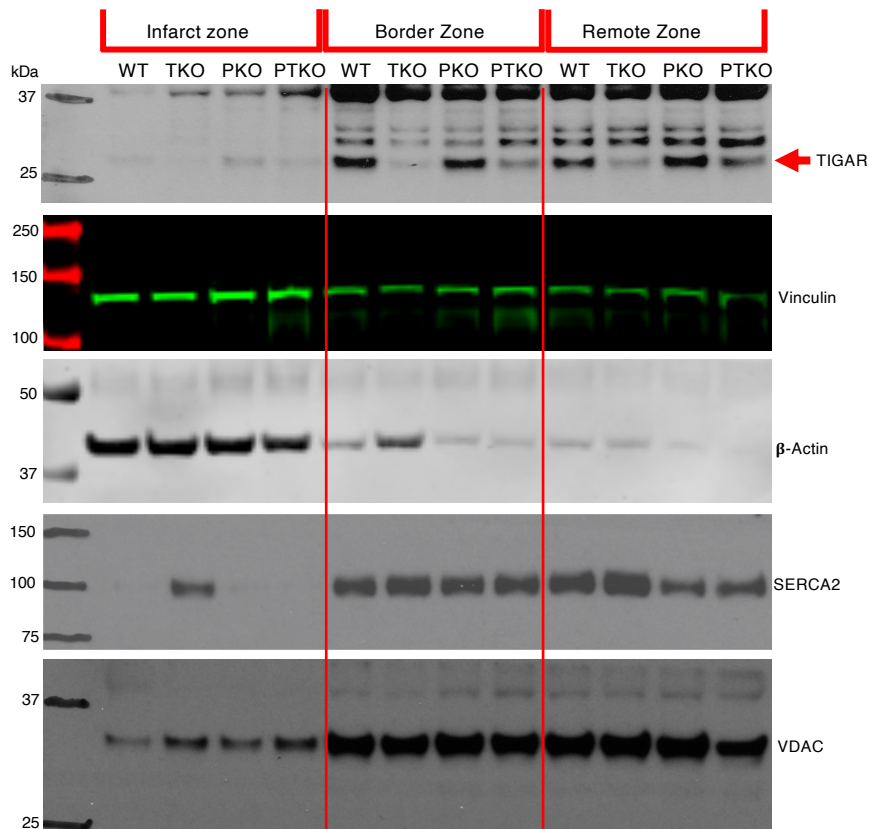

**Supplemental Figure 5. SERCA2 protein preservation in TKO heart infarct zone post-MI.** Western blot analysis of protein expression in infarct zone, border zone, and remote zone from WT, TKO, Parkin knockout (PKO), and Parkin/TIGAR double knockout (PTKO) hearts post-MI. SERCA2 (100 kDa) protein was preserved in infarct zone of TKO hearts but depleted in WT, PKO, and PTKO hearts. Tissue preparation: Hearts were homogenized in RIPA lysis buffer (sc-24948A) containing protease/phosphatase inhibitors (Halt™), 20  $\mu$ M MG-132, and 20  $\mu$ M ALLN; 30  $\mu$ g total protein loaded per lane. TKO samples served as negative controls for TIGAR antibody specificity.

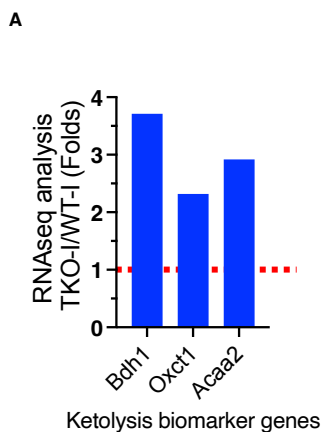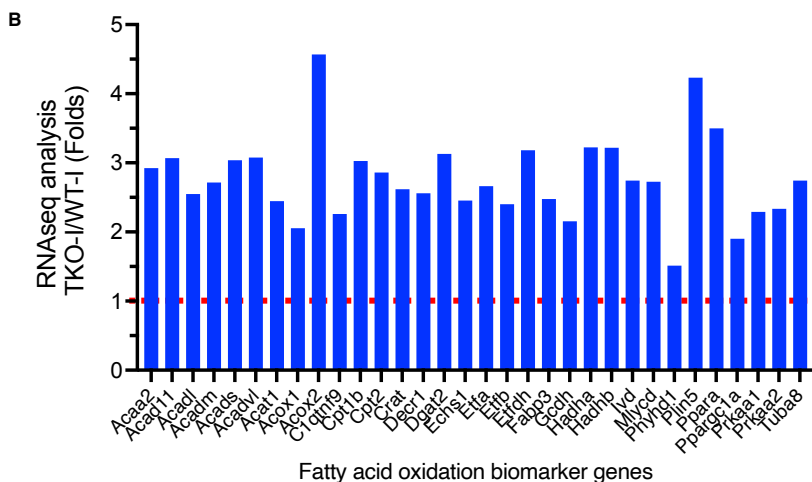

**Supplemental Figure 6. Metabolic gene expression profiles in infarct zones. RNA**

sequencing analysis comparing gene expression ratios (TKO-Infarct/WT-Infarct) in infarct zones.

**A**, Ketolysis biomarker genes (*Bdh1*, *Oxct1*, *Acaa2*). **B**, Fatty acid oxidation biomarker genes.

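The 3 ketolysis genes are those that the paper plots as ketolysis biomarkers. *Bdh1* (ENSMUSG00000046598) had 3075 counts in the TKO infarct zone and 1468 in the WT infarct zone, a TKO over WT ratio of 2.48 (95% interval from counting error, 2.33 to 2.64). The ratio of *Oxct1* (ENSMUSG00000022186) was 1.79 (1.75 to 1.82), from 25676 and 17017 counts. *Acaa2* (ENSMUSG00000036880) had 11369 and 6400 counts. *Bdh1* was also higher in the TKO left ventricle, with a ratio of 1.83 (1.74 to 1.92).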

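Among the 32 fatty acid oxidation genes, the TKO over WT ratio in the infarct zone ranged from 1.33 for *Phyhd1* (95% interval from counting error, 1.22 to 1.45) to 2.86 for *Acox2*. The latter rests on 22 counts in TKO and 9 in WT (1.28 to 7.14). Among genes with more counts, the highest ratio was that of *Plin5* (ENSMUSG00000011305), with 1522 counts in TKO and 663 in WT and a ratio of 2.72 (2.48 to 2.98). *Ppara* had a ratio of 2.38 (2.06 to 2.76), *Hadha* 2.25 (2.20 to 2.30), *Hadhb* 2.25 (2.21 to 2.29), *Cpt1b* 2.15 (2.08 to 2.22), *Cpt2* 2.07 (1.95 to 2.20), and *Acadm* 2.00 (1.95 to 2.04).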

Results demonstrate relative preservation of metabolic gene expression in TKO infarct zones compared with WT infarct zones. 

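For the comparison with non-infarct tissue, the infarct zone of each genotype was set against the left ventricle of the same genotype. The 32 fatty acid oxidation genes had a median infarct over left ventricle ratio of 0.205 in WT (95% interval from counting error, 0.199 to 0.211), with all 32 lower, and 0.408 in TKO (0.403 to 0.415), with 30 lower. The 2 that were not lower in TKO were *Acox2*, from 22 counts in the infarct zone and 12 in the left ventricle, and *Prkaa1*, from 360 and 120 counts. The 3 ketolysis genes had a median of 0.304 in WT (0.298 to 0.309) and 0.472 in TKO (0.451 to 0.493), and all 3 were lower in both genotypes. Under total-count scaling the fatty acid oxidation medians were 0.364 in WT and 0.593 in TKO, and the ketolysis medians 0.540 and 0.686.

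**Figure D3:**
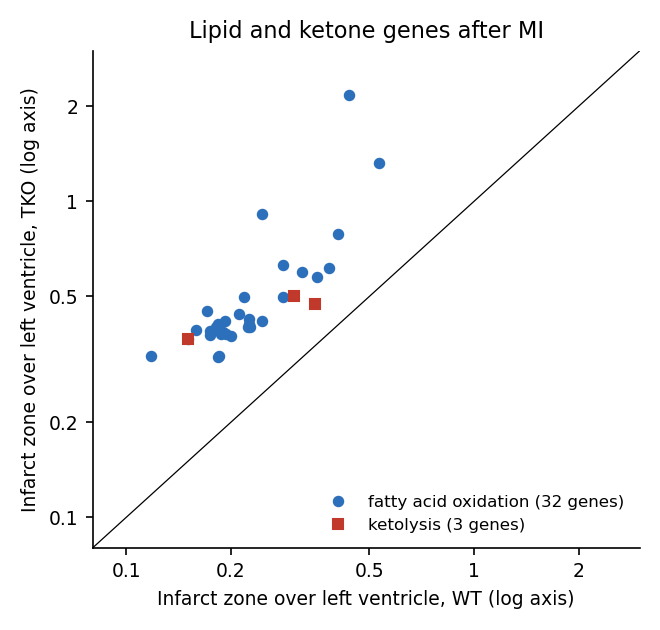
Infarct zone over left ventricle ratio of each fatty acid oxidation and ketolysis gene in WT (horizontal, log axis) and TKO (vertical, log axis), 1 library per genotype and region. The line marks equal ratios. All points lie above it, and the medians of the fatty acid oxidation genes are 0.205 in WT and 0.408 in TKO.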

While these metabolic genes were downregulated in infarct zones of both genotypes compared with non-infarct tissue, fold changes >1 indicate that TKO hearts maintained relatively higher expression levels, suggesting preserved metabolic capacity following myocardial infarction.

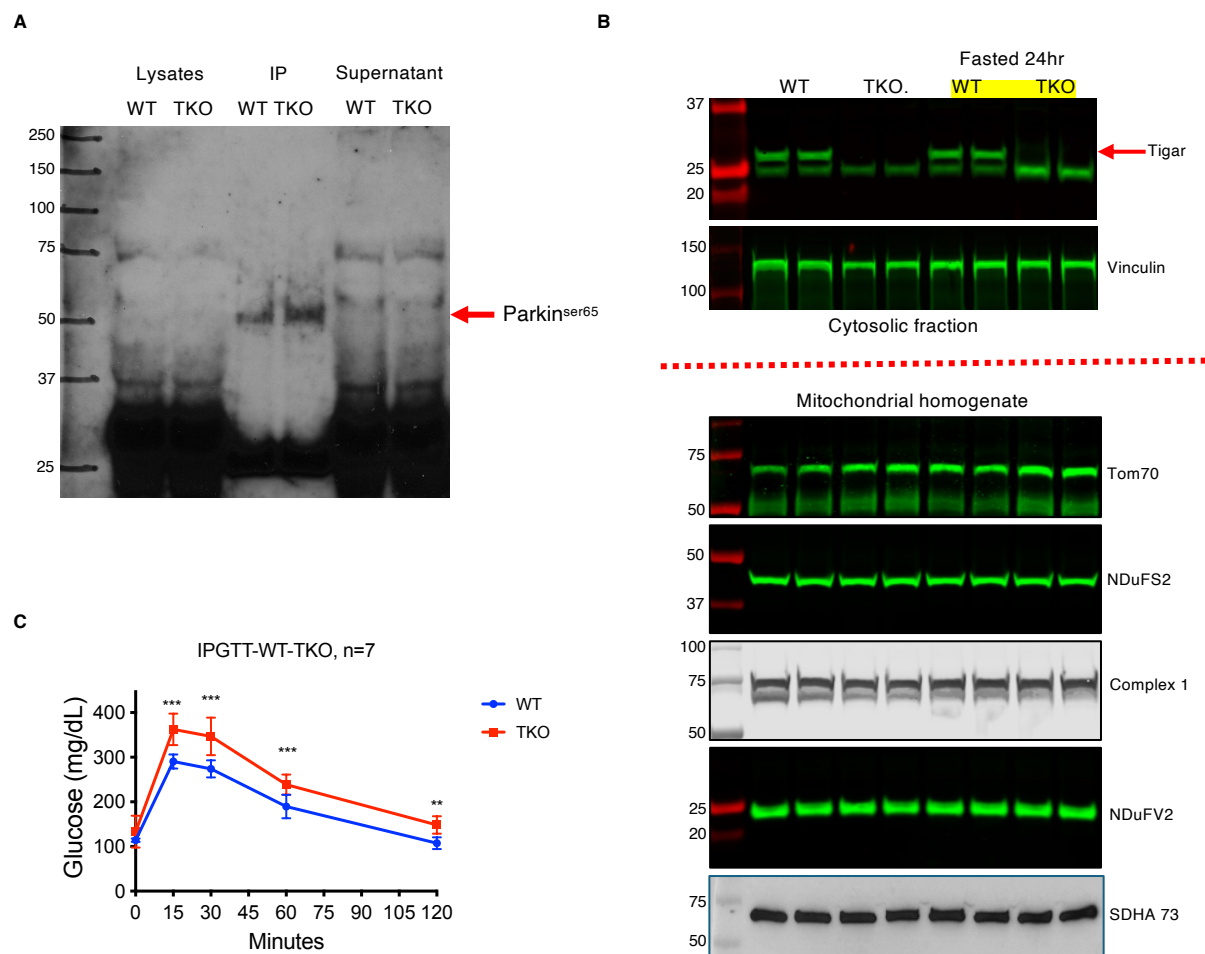

## Supplemental Figure 7. Parkin phosphorylation and mitochondrial protein analysis in TKO hearts.

**A**, Analysis of Parkin serine 65 phosphorylation in WT and TKO hearts. Heart tissues were homogenized in RIPA lysis buffer (composition as described in Supplementary Figure 4), and 2 mg lysate was subjected to immunoprecipitation (IP). Lysate lanes show 40  $\mu$ g total protein (2% input) before immunoprecipitation. IP lanes represent samples immunoprecipitated with Parkin antibody and immunoblotted with phospho-Parkin Ser65 antibody. Supernatant lanes show post-IP samples (40  $\mu$ g). **B**, Western blot analysis of mitochondrial proteins in cytosolic fractions and mitochondrial homogenates from fed and 24-hour fasted WT and TKO mice. Proteins analyzed include TIGAR (30 kDa), Vinculin (124 kDa), Tom70 (70 kDa), NDUFS2 (43 kDa), Complex I (75 kDa), NDUFV2 (24 kDa), and SDHA (73 kDa). Comparable levels of mitochondrial proteins were observed between WT and TKO hearts under normal conditions. **C**, Impaired glucose tolerance test in WT and TKO mice. Blood glucose levels over time in WT and TKO mice under normal chow conditions at 3 month of age. Data are presented as mean $\pm$ SD; n=7 mice per group. Statistical significance was determined by Student's *t*-test. \*\* $P$ <0.01; \*\*\* $P$ <0.0005.

# Supplementary material for: TIGAR deficiency enhances cardiac resilience through epigenetic programming of Parkin expression
**Source:** JCI Insight. 2026 Feb 26;11(8):e200105. doi: 10.1172/jci.insight.200105
**Supplement:** Unedited blot and gel images

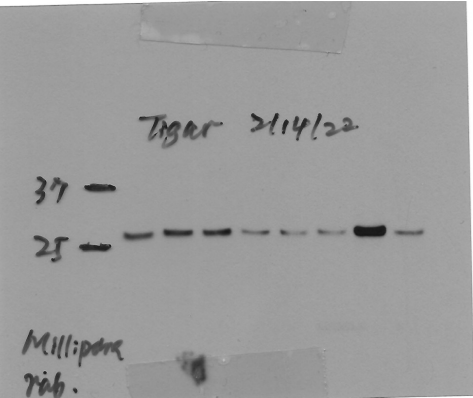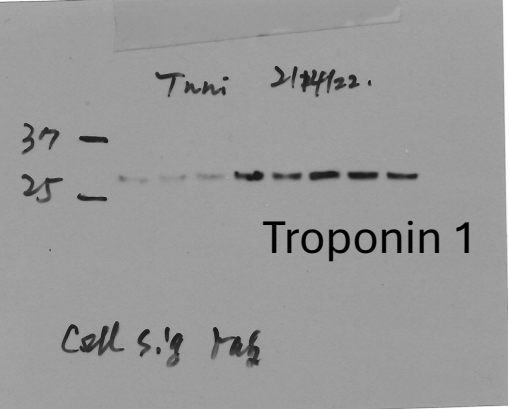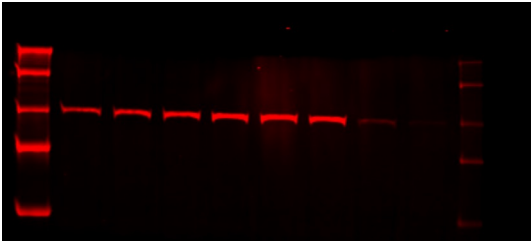

$\alpha$ -actinin1

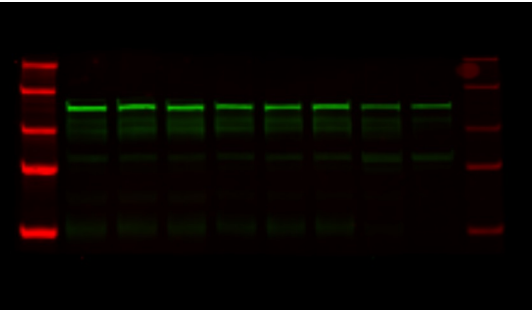

Vinculin

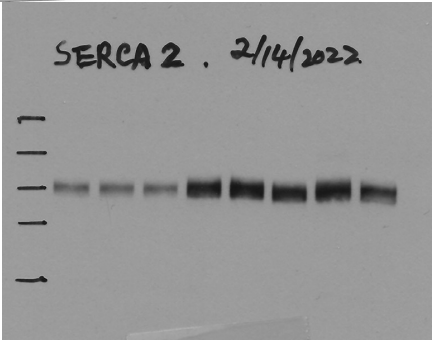

Full unedited gel for figure 2D

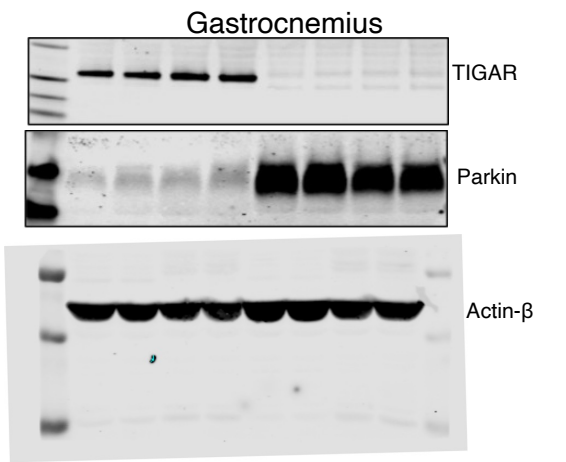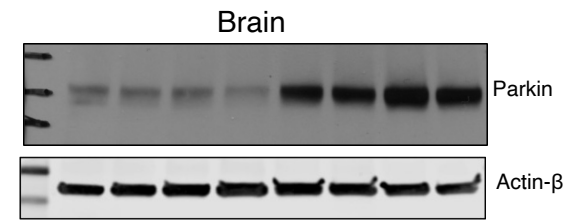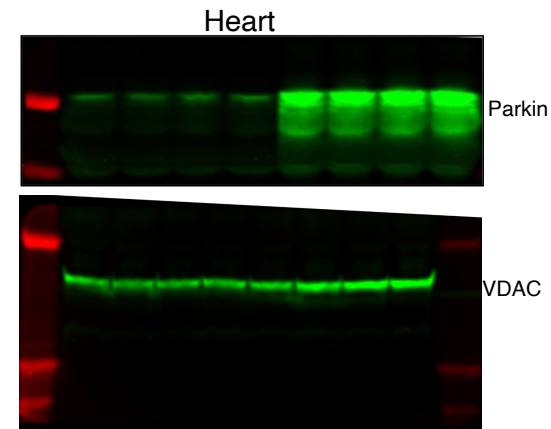

Full unedited gel for figure 2E

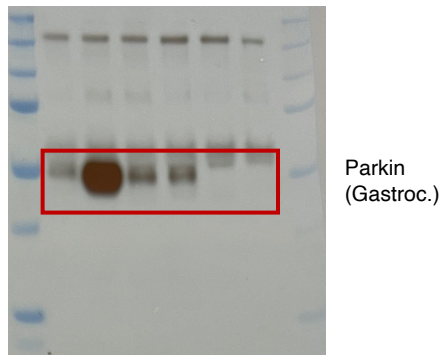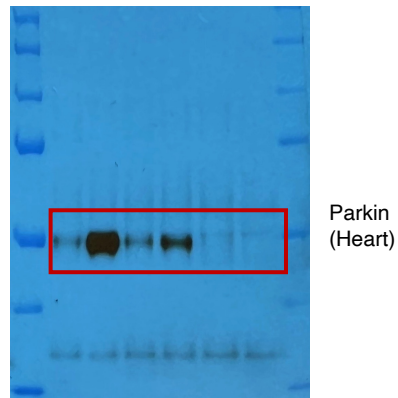

Full unedited gel for figure 2F

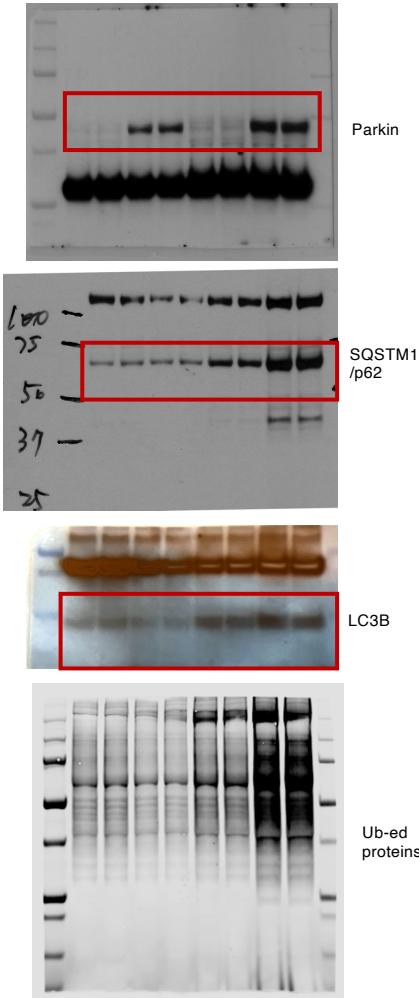

Full unedited gel for figure 2G

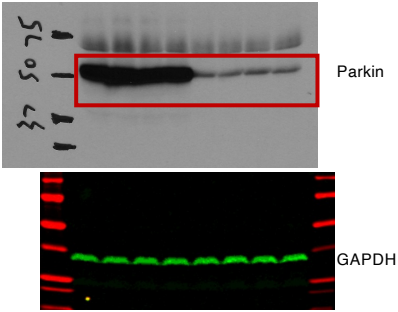

Full unedited gel for figure 2H

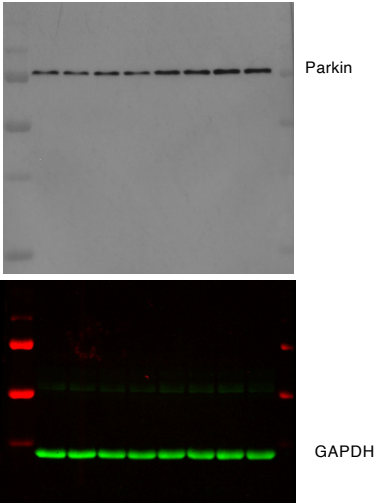

Full unedited gel for figure 3H

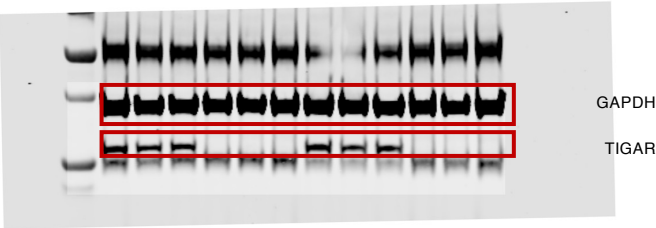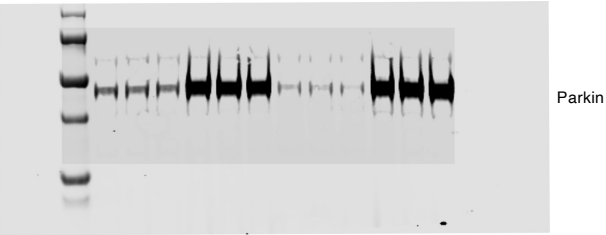

Full unedited gel for figure 3I

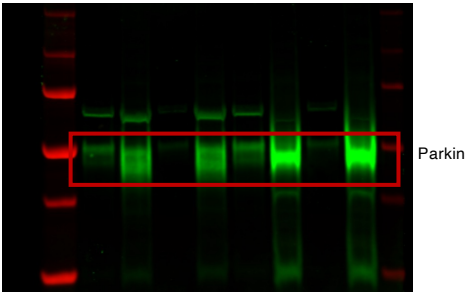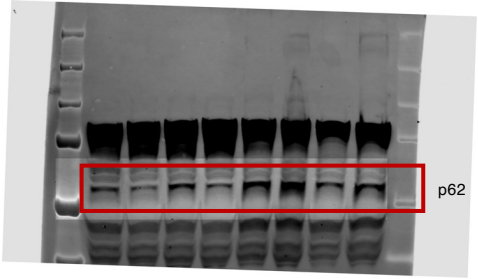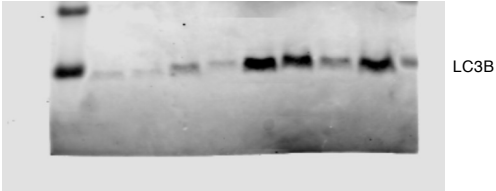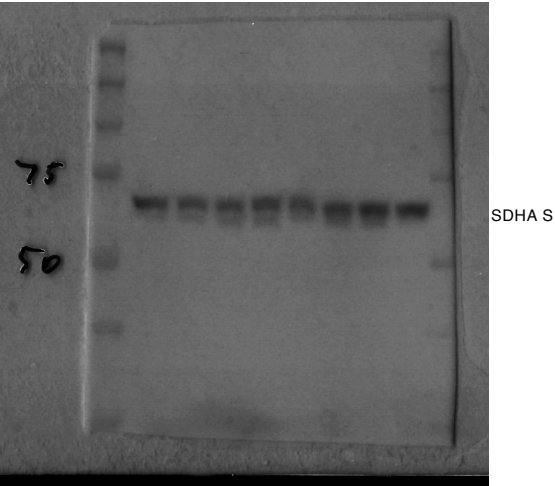

Full unedited gel for figure 4E

Full unedited gel for figure 5D

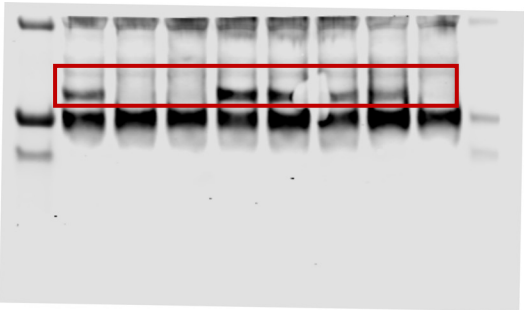

TIGAR

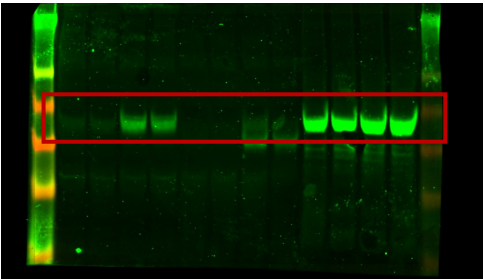

Parkin

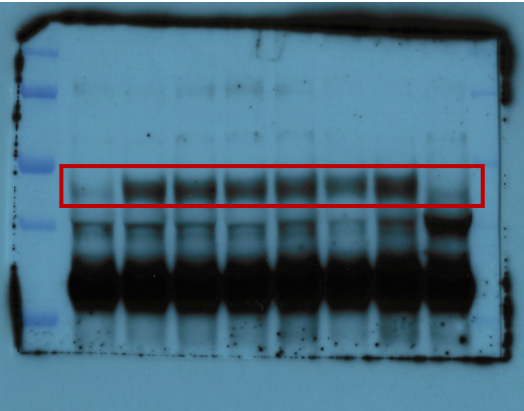

Parkin

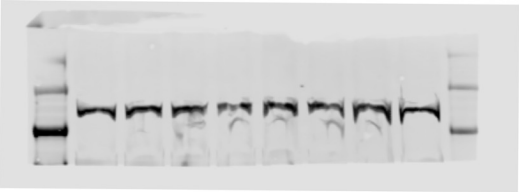

Vinculin

Full unedited gel for figure 5G

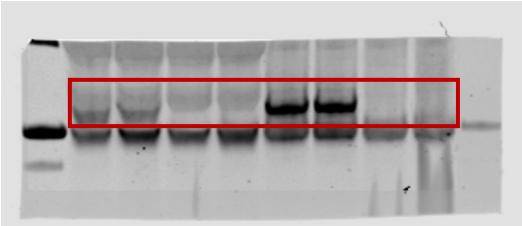

TIGAR

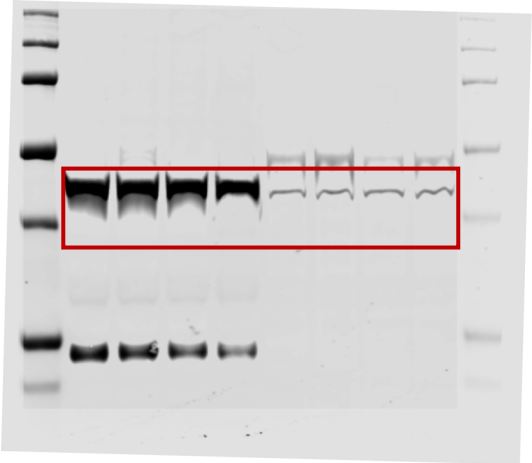

Ndufs2

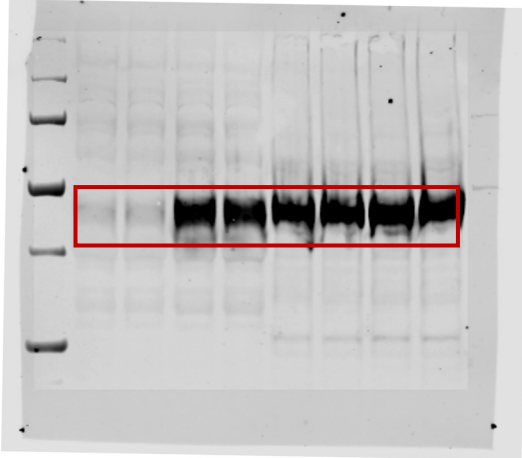

Parkin

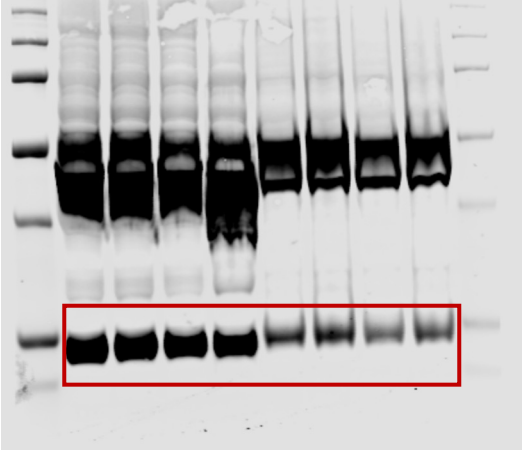

Ndufv2

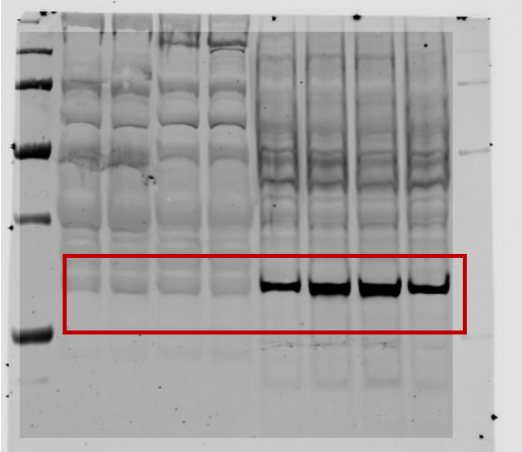

Pacrg

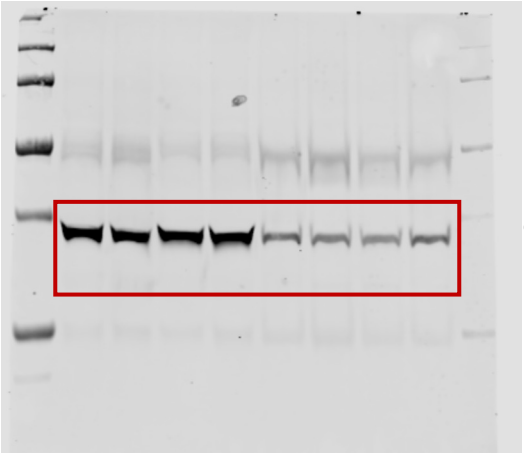

GAPDH

Full unedited gel for figure 6E

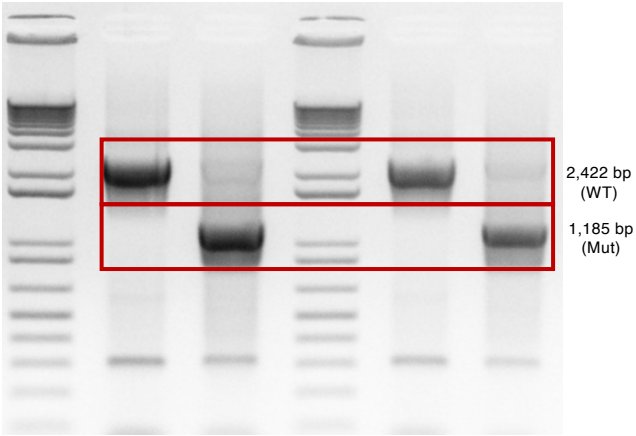

Full unedited gel for Supplemental figure 1

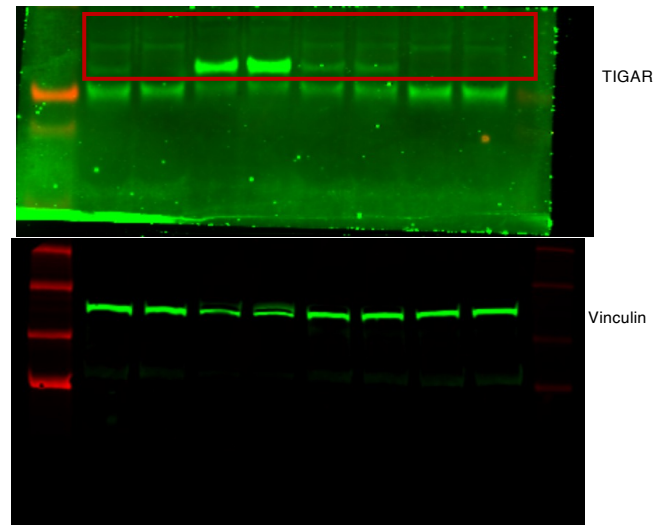

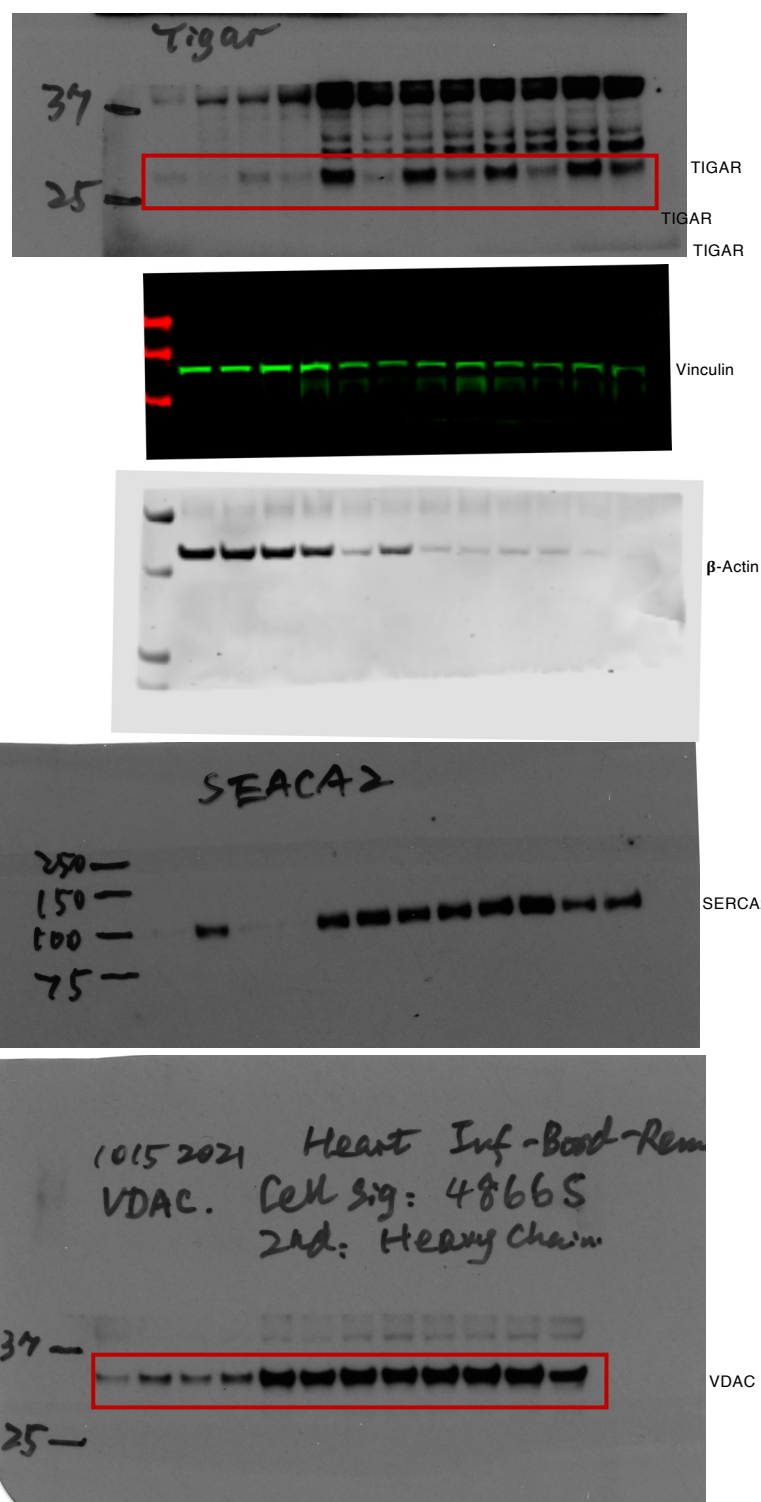

Full unedited gel for Supplemental figure 7A

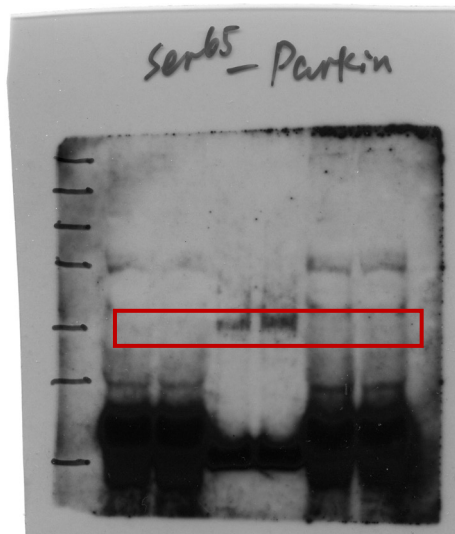

Parkin<sup>ser65</sup>

Full unedited gel for Supplemental figure 7B

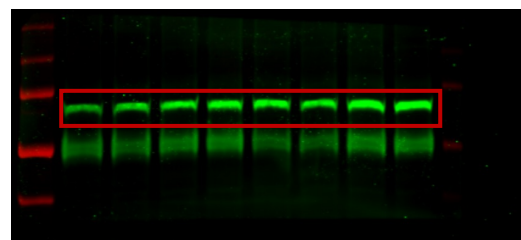

Tom70

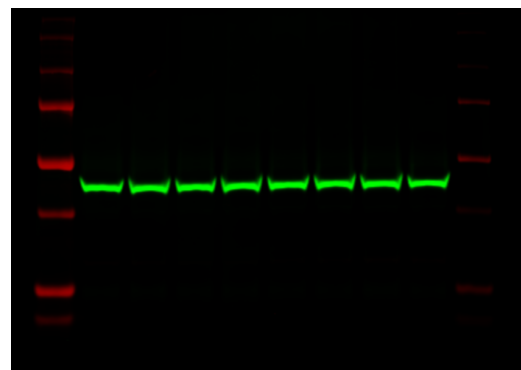

NDuFS2

Full unedited gel for Supplemental figure 7B

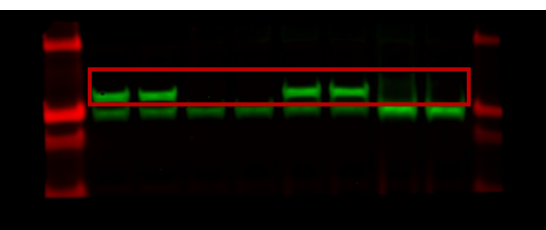

Tigar

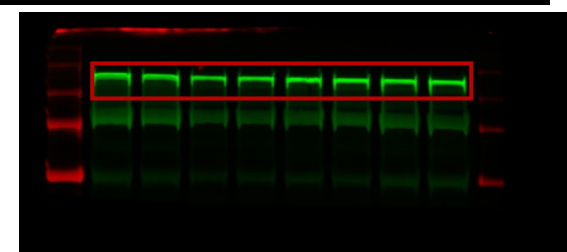

Vinculin

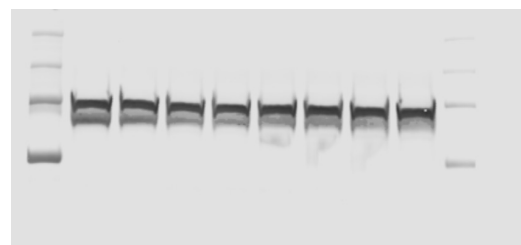

Complex 1

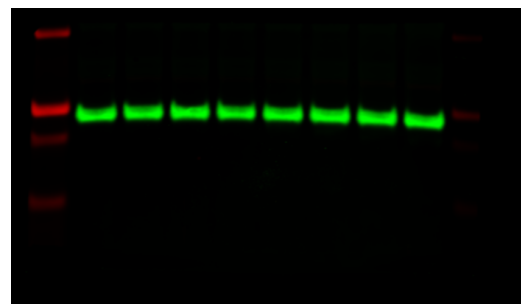

NDuFV2

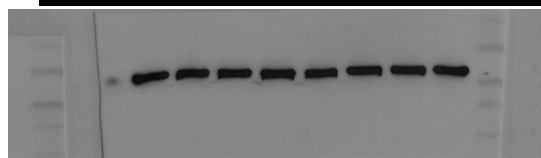

SDHA 73

How the deposited data were processed for this re-analysis (not part of the article)

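RNA from the hearts of male WT and TKO mice was sequenced from the left ventricle and from the infarct, border, and remote zones, as 1 library per genotype and region, 8 libraries in all. The paper gives 3 pooled mice for the infarct zone libraries, and its text does not name the number for the other regions. The authors trimmed the reads with Trim Galore, quantified transcripts with Kallisto against the mouse transcriptome of the mm10 (GRCm38) build, and summed them to genes with tximport. The deposited table holds the estimated count of each of 16994 genes in each library as whole numbers, without normalization, and 16964 genes have a count in at least 1 library. Total counts per library lay between 27429240 and 33799249. Genes were placed on GRCm38 through their Ensembl identifiers, and 16879 were found in the annotation. *Xist* was not analysed here.

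Ratios between 2 libraries were computed in R 4.3.3 with edgeR 4.0.16, with TMM factors from the 12999 genes with a mean CPM of at least 1. Their 95% intervals are exact binomial intervals on the counts and cover counting error only, and a list's interval comes from 1000 resamplings of its counts. A library with 3 counts or fewer for a gene was taken as being at the floor. The median of each list taken from the paper's panels was placed among 10000 random lists drawn, for each gene, from the 100 genes nearest to it in mean expression. That percentile is a description and not a test, since genes are not independent replicates. The paper also plotted these lists from the same libraries, and its text does not say how their genes were chosen. Genes at least 2-fold different were counted after a prior count of 2. Since no group has a replicate, no p-value is given for any ratio between 2 libraries. The departure of a region from the others, tested across regions, also rests on 1 TKO and 1 WT library of that region.

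With the 4 regions as blocks, genes differing between genotypes were tested across regions with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and with the Wald test of DESeq2 1.42.0. The departure of the infarct zone from the other 3 regions was tested with the same tools. These tests treat regions as if they were replicates, so they bear on regions and not on mice. Whether the libraries of different regions came from the same hearts is not known. Both were tested on simulated data with 200 changed genes: edgeR called 93.7% of 189 changed genes and 7 of 12799 unchanged genes, and DESeq2 91.5% and 11. The simulated libraries were drawn independently, with a dispersion of 0.05 and changes of 2-, 3-, 4-, or 6-fold that were the same in all 4 regions. Regions that share hearts were not simulated, so these rates may not hold for the real libraries. The departure of 1 region was called for 30.8% of 198 changed genes. Counting-error intervals held a ratio of 1 for 95.6% of 12794 unchanged genes, in counts simulated with counting error alone.

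The alternatives were total-count CPM, DESeq2 size factors, TMM over only the 2 libraries compared, TMM with all genes, the mitochondrial DNA–encoded genes left out of totals and TMM, a prior count of 2, and other filters on low counts. Genes were named by a rule: every gene the paper names or plots from these data, *Tigar*, *Nnt*, the sex-linked genes *Xist*, *Ddx3y*, *Kdm5d*, *Uty*, and *Eif2s3y*, and the 5 highest and the 5 lowest by their smallest fold over the 4 regions among genes changed the same way in all 4. Some genes that the rule covers are not reported here. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, and matplotlib 3.10.9. The pathway enrichment was left out because no gene ontology annotation was at hand. The quantitative PCR, Western blot, methylation, and diet experiments were left out because the deposited table does not cover them.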

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

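The tests with a second list of atrial genes, with red blood cell genes, and with genes near *Tigar* were chosen before their results were seen, and all others here after the result was seen. With 1 library per condition, no spread between mice is known for any of these values.

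In the left ventricle, a comparison of genotypes that the paper does not report, 728 genes differed at least 2-fold, against 498 in the infarct zone. Among genes with at least 10 counts in every library the left ventricle still had 1.368 times as many as the infarct zone. With total-count CPM or DESeq2 size factors it had at least 1.171 times as many, so neither low counts nor the scaling accounts for the order. No biological explanation was tested.

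A test of the difference between regions called 84 genes (29 higher and 55 lower) whose genotype difference in the left ventricle departed from the other 3 regions, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The same test called 1 gene for the infarct zone, *Sorbs3*, with 1018 genes at an unadjusted p under 0.05. *Sorbs3* is named after its values were seen, and its TKO infarct zone count was 1. For the border and remote zones the test called 0 genes each. Thus 2 of the 4 choices of region gave at least as many genes as the infarct zone. With 4 choices this count cannot set any region apart, whatever the data, and so bears neither for nor against the infarct zone. DESeq2's Wald test with the same adjustment called 288 genes for the infarct zone, and edgeR's test called 30.8% of the changed genes in simulated data.

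The median TKO over WT ratio of 11 lymphocyte genes was 0.1891 in the left ventricle, on genes the paper does not discuss, and from 0.1877 to 0.2152 over the scalings tried. The upper end of its counting-error interval was 0.317, so low counts do not account for it. The red blood cell genes had a ratio of 1.255, so a larger share of blood in the WT sample does not account for it either. Lymphoid tissue in the WT sample was not tested, so the difference cannot be put down to genotype.

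The 6 atrial genes, also outside those the paper discusses, had a median TKO over WT ratio of 0.3162 in the infarct zone, 0.4762 in the border zone, and 0.3443 in the remote zone, and were under 1 in these zones with every scaling tried. In the left ventricle the median was 1.293, from 1.282 to 1.311 over the scalings, so they were not lower in TKO throughout. They were higher in the remote than in the border zone, 10.4-fold in WT and 7.42-fold in TKO. If atrial tissue were in the remote zone samples, a second list of atrial genes would be at least 2-fold higher in both genotypes, and its lower value was 1.771. The 5 ventricular stress genes had at most 0.7558. Neither explanation passed its test. The median of the second atrial list was nonetheless above 1 in both genotypes, so its test does not rule out atrial tissue in the remote zone samples. A different mix of tissue between samples is still possible.

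Among genes changed the same way in all 4 regions, those with the largest smallest fold in TKO were *Atp6v0c-ps2* (45.9-fold), *Hmga1b* (23.19-fold), *Rnps1-ps* (20.92-fold), *Rps2-ps10* (16.48-fold), and *Rps2-ps6* (13.6-fold), none of which the paper discusses. They are copies of coding genes and share from 73.3% to 92.9% of their 31-mers with them, so their reads cannot be assigned with certainty. *Atp6v0c-ps2* had 2 counts in the WT left ventricle, at the floor. If reads of a parent gene had moved to its copy, each of the 4 parents would have a ratio under 1 in at least 3 regions, and 3 of 4 did, with *Rps2* the exception. Genes within 20 Mb of *Tigar* had an unadjusted p under 0.05 in the test across regions 1.254 times as often as others, under the 1.5 set for the test. Among 40 Mb windows, however, the one that holds *Tigar* (chromosome 6, 120 to 160 Mb) ranked 3 of 69, with 23.7% of its 173 genes at that p, so this explanation is not ruled out. Genes between 0 and 40 Mb of chromosome 17, where the closest coding genes of all 5 lie, had it 1.774 times as often as others (28.16% of 380 genes against 15.87% of 12565). Without the genes called, the value was 1.736, and this window ranked first of 69. A candidate explanation is that the TKO mice carry a segment of chromosome 17 whose sequence differs from that of the WT mice. The window was chosen after the genes were seen. A move of reads from parent to copy alone does not account for *Hmga1b*, since *Hmga1* and *Hmga1b* summed had a TKO over WT ratio of 2.142 in the left ventricle, 1.939 in the infarct zone, 3.156 in the border zone, and 4.253 in the remote zone. For *Rps2* and its 2 copies the summed ratio was from 1.04 to 1.291, for *Rnps1* from 0.9992 to 1.111, and for *Atp6v0c* from 0.8268 to 1.117. Differences in sequence between the mice could not be examined, since the deposited table holds counts and no reads.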

How the results depend on the processing

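All alternatives here were chosen before the data were examined. No paired analysis was possible because each condition has 1 library, so mice could not be paired. Region was a block in the tests across regions. The 69 genes the paper plots for the infarct zone were above a TKO over WT ratio of 1 under each of the 6 alternatives to the scaling or prior count, with the lowest range, 1.086 to 2.78, for total-count CPM. No list median of the 5 plotted lists in the infarct zone crossed 1 under any of them. Values below that moved by more than their counting-error interval are given by setting, and the cause was not tested.

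With total-count CPM, which shifts the median of all genes in the infarct zone by -0.29 and in the border zone by -0.10 on the log2 scale, the median ratio of the 13 mitochondrial DNA–encoded genes was 1.298 in the infarct zone, 1.008 in the border zone, and 0.9795 in the remote zone, and infarct over left ventricle 0.5564 in WT and 0.7512 in TKO. The 18 nuclear mitochondrial genes had 1.526 in the infarct zone and 1.134 in the border zone, and 0.4417 and 0.617 against the left ventricle. The 8 cardiac genes had 1.563, and 0.4055 and 0.6678. The 3 ketolysis genes had 1.714, and 0.5395 and 0.686. The 32 fatty acid oxidation genes had 1.631, and 0.364 and 0.5925.

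With DESeq2 size factors, the mitochondrial DNA–encoded genes had 1.007 in the left ventricle, against 0.993 with TMM, 1.621 in the infarct zone, and 1.094 in the border zone, and 0.3007 in WT and 0.4985 in TKO against the left ventricle. The nuclear genes had 1.905 in the infarct zone, and 0.2387 and 0.4094. The cardiac genes had 1.951, and 0.2192 and 0.4432. The ketolysis genes had 0.2916 in WT, and the fatty acid oxidation genes 2.036, and 0.1968 and 0.3932. With TMM over only the 2 libraries compared, the mitochondrial DNA–encoded genes had 1.577 in the infarct zone, 0.9962 in the remote zone, and 0.3163 in WT against the left ventricle. With all genes in TMM, they had 1.636 in the infarct zone and 1.084 in the border zone, and 0.2977 and 0.501. The nuclear genes then had 1.923, and 0.2364 and 0.4114, the cardiac genes 1.969, and 0.217 and 0.4453, the ketolysis genes 0.2887 in WT, and the fatty acid oxidation genes 2.055, and 0.1948 and 0.3951. Leaving the mitochondrial DNA–encoded genes out of totals and TMM, or a prior count of 2, moved none of these medians beyond its interval.

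Of 364 single-gene ratios, 166 moved beyond their interval with total-count CPM and 16 changed direction. The counts were 84 and 3 with DESeq2 size factors, 37 and 4 with TMM over 2 libraries, 61 and 2 with all genes in TMM, and 0 and 0 with the other 2 alternatives.

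Without a filter on expression, 2138 genes differed 2-fold in the left ventricle, 1473 in the infarct zone, 1837 in the border zone, and 1604 in the remote zone. In the infarct zone the share of 2-fold genes that were higher in TKO was 62.65% among the 12999 genes with a mean CPM of at least 1, 47.93% without a filter, and 74.47% among genes with at least 10 counts in every library. Among the 12999 genes it was 18.92% with total-count CPM, so the majority direction depends on both the filter and the scaling. The cause was not tested.

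Across the 4 regions, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 18 genes and DESeq2's Wald test 342, of which 16 were among the 18. Leaving out each region in turn gave from 3 to 83 genes. For the departure of the infarct zone from the other 3 regions, edgeR called 1 gene and DESeq2 288, all higher. DESeq2 gave an adjusted p to 2162 genes in this test and not to the gene edgeR called, so no overlap was possible. Among genes with at least 10 counts in every library edgeR called 0, with 1026 at an unadjusted p under 0.05. The cause was not tested. The depth limits genes with few counts, such as *Cox5b*, *Atp2b2*, and *Acox2*, whose intervals are wide.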

Differences from the paper's values

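In the infarct zone, the TKO over WT fold of *Myh6* was 3.408 against the paper's 5.868, and that of *Plin5* was 2.716 against the paper's 4.233. The other differing folds are over the WT left ventricle. For *Postn*, the WT infarct zone value was 16.5 against the paper's 54.94, the TKO infarct zone 14.56 against the paper's 45.9, the WT border zone 9.331 against the paper's 25.27, the TKO border zone 3.138 against the paper's 5.314, and the WT remote zone 4.494 against the paper's 8.989. For *Lgals3*, the WT infarct zone value was 14.22 against the paper's 44.36, the TKO infarct zone 8.4 against the paper's 20.77, the WT border zone 4.217 against the paper's 8.036, and the WT remote zone 3.453 against the paper's 6.145. For each of these 11 values, none of the 6 alternatives set before the data were examined closed the gap. With the log2 ratio raised to base e in place of base 2, a setting chosen after seeing the values, all 11 fell within 1.5-fold of the paper's.

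Of the 69 infarct zone folds compared, 2 differed, and with total-count CPM 59 did. In that setting the paper's fold was from 1.136 to 1.722 times the value here, with a median of 1.329. Of the 14 folds over the WT left ventricle, 9 differed.

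The paper reports no consistent change of the nuclear-encoded genes in the border or remote zones, apart from *Atp2b2*, and does not say how consistency was judged. Here 16 of the 18 were higher in TKO in each of these zones, with a median ratio of 1.21 in the border zone and 1.11 in the remote zone, and no test between mice is possible. If the paper's statement concerns size and not direction, this is not a difference.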

Other observations

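The mixture test of the infarct zone and the ribosomal protein test were chosen before their results were seen, and the other tests here after the result was seen.

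Transcripts of muscle rise together in the TKO infarct zone. A mixture of the WT infarct zone and TKO remote zone profiles, fitted on 18 cardiomyocyte genes that are not mitochondrial, put the share of the TKO remote zone profile at 50.6%. On total counts it predicted a median ratio of 1.435 for the mitochondrial DNA–encoded genes, against 1.298 measured, a 1.105-fold gap. It predicted 1.617 for the cardiac genes against 1.563, 1.594 for the nuclear mitochondrial genes against 1.526, 1.749 for the fatty acid oxidation genes against 1.631, and 0.519 for the fibroblast and matrix genes against 0.653. Some of the cardiac genes were also among the 18 genes fitted, so their value is no independent check. The higher level of mitochondrial transcripts in the TKO infarct zone therefore cannot be told apart from a larger share of surviving or non-infarct muscle in that sample, whatever the origin of that muscle. The 85 cytosolic ribosomal protein genes had a median log2 ratio of -0.21 relative to all genes. A library scaling moves all genes alike and cancels out of this value, so the value is no test of the scaling. It shows only that this family was not raised relative to the median gene.

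In the departure of the infarct zone from the other 3 regions, 12 of the 13 mitochondrial DNA–encoded genes had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. With Benjamini-Hochberg adjustment over that list alone 12 passed, and over all genes 0 passed, with a median log2 departure of 0.69 and 13 of 13 above 0. DESeq2's Wald test with Benjamini-Hochberg adjustment called 12 of the 13. For the fatty acid oxidation genes, 29 of 31 had an unadjusted p under 0.05, 29 passed over the list alone, and 0 over all genes. DESeq2's Wald test called 23 of the 26 that it gave an adjusted p. These tests treat regions as replicates.

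Across the 4 regions, 18 genes differed between genotypes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 10 higher and 8 lower, and 2109 had an unadjusted p under 0.05. Of the 8 ways to swap the genotype labels within regions, 1, the real one, gave as many genes, and each other way gave 0. With so few splits the share cannot go under 0.05 whatever the data, so this count does not rule a chance split in or out. DESeq2's Wald test calls on the first 40 Mb of chromosome 17 were 43 of 341.

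The paper's infarct zone folds lie above the ratios computed here. If the log2 ratios had been raised to base e, the natural logarithm of the paper's fold would rise by 1 for each log2 unit, and over 69 genes the slope was 1.001. The largest absolute difference between the 2 was 0.0052. If another scaling of the libraries were the source, the log2 difference would be the same for all genes, and its range was 0.6. A candidate explanation is therefore that the folds were made with base e, a hypothesis that the deposited counts alone cannot settle.

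In the border zone, the 16 fibroblast and matrix genes had a median TKO over WT ratio of 0.506. If the WT border zone sample held more infarct tissue, a mixture with 11% of the WT infarct zone profile, fitted on 15 genes without *Postn* and *Lgals3*, would predict both within 1.5-fold. *Lgals3* was within 1.102-fold and *Postn* 1.685-fold away, so the prediction held for *Lgals3* and missed its limit for *Postn*. The mixture assumes fixed profiles, each taken from a single library. More infarct tissue in the WT border zone sample is therefore still possible, and no biological explanation was tested further.

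Macrophage genes had a median TKO over WT ratio of 0.710 in the infarct zone, 0.751 in the border zone, and 0.741 in the remote zone. *Nnt*, which differs between substrains of C57BL/6, had a TKO over WT ratio of 0.896 in the left ventricle, 2.96 in the infarct zone, 1.61 in the border zone, and 1.12 in the remote zone. Of the 12999 genes, 3475 changed the same way in all 4 regions, where 12.5% would be the share for independent regions.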
